# Transcriptome analysis of FOXO-dependent hypoxia gene expression identifies Hipk as a regulator of low oxygen tolerance in *Drosophila*

**DOI:** 10.1093/g3journal/jkac263

**Published:** 2022-10-06

**Authors:** Kate Ding, Elizabeth C Barretto, Michael Johnston, Byoungchun Lee, Marco Gallo, Savraj S Grewal

**Keywords:** *Drosophila*, transcriptome, hypoxia, FOXO, Hipk, kinase, Hippo pathway, transcription, ribosome, mitochondria

## Abstract

When exposed to low oxygen or hypoxia, animals must alter their metabolism and physiology to ensure proper cell-, tissue-, and whole-body level adaptations to their hypoxic environment. These alterations often involve changes in gene expression. While extensive work has emphasized the importance of the HIF-1 alpha transcription factor on controlling hypoxia gene expression, less is known about other transcriptional mechanisms. We previously identified the transcription factor FOXO as a regulator of hypoxia tolerance in *Drosophila* larvae and adults. Here, we use an RNA-sequencing approach to identify FOXO-dependent changes in gene expression that are associated with these tolerance effects. We found that hypoxia altered the expression of over 2,000 genes and that ∼40% of these gene expression changes required FOXO. We discovered that hypoxia exposure led to a FOXO-dependent increase in genes involved in cell signaling, such as kinases, GTPase regulators, and regulators of the Hippo/Yorkie pathway. Among these, we identified homeodomain-interacting protein kinase as being required for hypoxia survival. We also found that hypoxia suppresses the expression of genes involved in ribosome synthesis and egg production, and we showed that hypoxia suppresses tRNA synthesis and mRNA translation and reduces female fecundity. Among the downregulated genes, we discovered that FOXO was required for the suppression of many ribosomal protein genes and genes involved in oxidative phosphorylation, pointing to a role for FOXO in limiting energetically costly processes such as protein synthesis and mitochondrial activity upon hypoxic stress. This work uncovers a widespread role for FOXO in mediating hypoxia changes in gene expression.

## Introduction

Animals often live in conditions where environmental oxygen levels fluctuate (Clegg 1997; Danovaro *et al.* 2010; Park *et al.* 2017). As a result, they must coordinate their physiology and metabolism with changes in oxygen availability to maintain proper homeostasis. This coordination can occur through alterations in gene expression and is essential for ensuring organismal survival in low oxygen (Bickler and Buck 2007; Ramirez *et al.* 2007; Harrison and Haddad 2011; Padilla and Ladage 2012; Nakazawa *et al.* 2016; Samanta *et al.* 2017; Harrison *et al.* 2018; Schito and Rey 2018; Holdsworth and Gibbs 2020).

Across all metazoans, perhaps the best-described and most intensively studied mechanism of gene regulation in hypoxia involves the HIF-1 alpha transcription factor (Semenza 2011, 2014b). When cells encounter low oxygen conditions, HIF-1 alpha protein is stabilized and translocates to the nucleus to induce gene expression. HIF-1 alpha-regulated genes encompass a diverse array of genes that are involved in biological processes such as metabolism, cell signaling and transcription, and that together coordinate cell-, tissue-, and whole-body level adaptations to low oxygen (Semenza 2011; Samanta *et al.* 2017). Studies in model organisms have identified how HIF-1 alpha is a key regulator of hypoxia in both normal physiology and in pathological disease states (Semenza 2014a, 2014b). However, compared with our understanding of HIF-1 alpha biology, less is known about other transcriptional mechanisms that contribute to both cellular and systemic oxygen homeostasis.

*Drosophila* have provided a versatile and informative model system for investigating organismal responses to hypoxia. In their natural ecology, *Drosophila* live and grow on rotting, fermenting food rich in microorganisms—an environment characterized by low ambient oxygen (Callier *et al.* 2015; Markow 2015; Harrison *et al.* 2018). They have therefore evolved mechanisms to tolerate hypoxia. For example, larvae and adults can tolerate severe hypoxia (∼1% oxygen) for up to 24 h with little impact on viability (Barretto *et al.* 2020), while embryos can survive complete anoxia (0% oxygen) for several days (Foe and Alberts 1985; Teodoro and O'Farrell 2003). Genetic studies have shown that flies can survive oxygen deprivation by increasing tracheal branching to expand oxygen supply to tissues (Centanin *et al.* 2008; Wong *et al.* 2014), and by remodeling their physiology and metabolism through both HIF-1 alpha-dependent and independent mechanisms (Wingrove and O'Farrell 1999; Lavista-Llanos *et al.* 2002; Teodoro and O'Farrell 2003; Centanin *et al.* 2005; Romero *et al.* 2007; Harrison and Haddad 2011; Morton 2011; Li *et al.* 2013; Bandarra *et al.* 2014; Harrison *et al.* 2018; Lee *et al.* 2019; Texada *et al.* 2019; Barretto *et al.* 2020). Relatively few studies, however, have used genome-wide approaches to identify gene expression changes associated with adaptation to hypoxia in *Drosophila* (Liu, Roy, *et al.* 2006; Li *et al.* 2013). One study examined transcriptome changes associated with larval hypoxia and identified widespread changes in metabolic gene expression (Li *et al.* 2013). This study also showed that of the hundreds of gene expression changes, over half were independent of HIF-1 alpha, emphasizing the importance of additional transcriptional mechanisms in the control of hypoxia gene expression (Li *et al.* 2013).

Using *Drosophila* larvae and adults, we previously identified the transcription factor, Forkhead Box O (FOXO), as a regulator of hypoxia tolerance (Barretto *et al.* 2020). FOXO is a conserved regulator of stress responses and animal aging (Webb and Brunet 2014). Studies in *Drosophila* have shown it is induced by stressors such as starvation, oxidative stress, pathogens, and ionizing radiation (Jünger *et al.* 2003; Dionne *et al.* 2006; Karpac *et al.* 2009; Karpac *et al.* 2011; Borch Jensen *et al.* 2017). Genetic studies have also shown that, in general, loss of *foxo* induces stress sensitivity and shortens lifespan whereas increased FOXO activity, particularly in tissues such as gut, muscle, and fat body can promote stress resistance and extend lifespan (Giannakou *et al.* 2004; Hwangbo *et al.* 2004; Tettweiler *et al.* 2005; Kramer *et al.* 2008; Demontis and Perrimon 2010; Alic, Giannakou, *et al.* 2014; Alic, Tullet, *et al.* 2014; Dobson *et al.* 2017). We showed that FOXO activity is rapidly induced in hypoxia and that it is needed for hypoxia survival in both larvae and adults. We also identified the immune Relish/NF Kappa B transcription factor as one target of FOXO important for its hypoxia tolerance effects. However, it is unclear what other genes FOXO may regulate in hypoxia. Previous studies have shown that under normal conditions, FOXO can bind to thousands of genomic loci (Alic *et al.* 2011; Birnbaum *et al.* 2019) and can regulate the expression of hundreds genes in a tissue- and context-specific manner (Alic *et al.* 2011; Alic, Giannakou, *et al.* 2014; Alic, Tullet, *et al.* 2014), raising the possibility that it may mediate broad effects on gene expression in hypoxia.

In this report we describe our transcriptome analysis of hypoxia-mediated gene expression changes upon hypoxia in adult flies. We show that FOXO is required for upregulation of genes involved in cell signaling and we identify the kinase Hipk as a regulator of hypoxia tolerance. We also see that FOXO suppresses expression of genes involved in protein synthesis and mitochondrial activity, suggesting it plays an important role in limiting energetically costly processes in low oxygen stress.

## Materials and methods

### *Drosophila* stocks and culturing

Flies were grown on medium containing 150 g of agar, 1,600 g of cornmeal, 770 g of Torula yeast, 675 g of sucrose, 2,340 g of d-glucose, 240 ml of acid mixture (propionic acid/phosphoric acid) per 34 l of water. All stocks were maintained at either 18°C or room temperature. For adult hypoxia exposures, flies were raised from embryos to adults at 25°C and then, following eclosion, females were allowed to mate for 2 days before being separated from males and aged for another 5–6 days, at which time point hypoxia experiments were performed. For larval hypoxia exposures, hatched larvae were grown on food at 25°C until 96 h after egg-laying, at which time point hypoxia experiments were performed. The following *Drosophila* strains were used: *w^1118^, foxo^Δ94^/TM6B* (Slack *et al.* 2011), *UAS-hipk* RNAi (Bloomington Drosophila Stock Centre # 35363), *da-GS-Gal4 (daughterless-GeneSwitch)* (Sun *et al.* 2014). For UAS gene induction using the GeneSwitch system, adult flies were fed food supplemented with RU486 (200 µM) for 7 days. Control (noninduced flies) were maintained on normal food supplemented with ethanol (vehicle control for RU486). We found that RU486 treatment had no effect on hypoxia survival (Supplementary Fig. 2) making it a useful system for examining the effects of adult stage-restricted genetic manipulation on hypoxia tolerance.

### Hypoxia exposure and measurement of hypoxia survival

Vials of adult flies or larvae were placed into an airtight glass chamber into which a mix of 1% oxygen/99% nitrogen gas continually flowed. Flow rate was controlled using an Aalborg model P gas flow meter. Normoxic animals were maintained in vials in ambient air. For hypoxia survival experiments, mated female adults were placed in placed into hypoxia (1% oxygen) for 20 h in groups of 15 flies per vial. Then, vials were removed from hypoxia and the flies were allowed to recover before the numbers of dead flies were counted.

### Total RNA isolation

Adult flies (5 per group), adult tissues (from 10 animals per group), or larvae (10 per group) were snap frozen on dry ice. Total RNA was then isolated using Trizol according to the manufacturer’s instructions (Invitrogen; 15596-018). Extracted RNA was then DNase treated (Ambion; 2238G) to be used for subsequent qPCR or mRNA-sequencing.

### mRNA-sequencing and RNA-seq analyses

Three to four independent biological replicates (5 flies per group) of normoxia- and hypoxia-exposed groups of *w^1118^* and *foxo* mutants were prepared and analyzed. RNA-sequencing was conducted by the University of Calgary Centre for Health Genomics and Informatics. The RNA Integrity Number (RIN) was determined for each RNA sample. Samples with an RIN score higher than 8 were considered good quality, and Poly-A mRNA-seq libraries from such samples were prepared using the Ultra II Directional RNA Library kit (New England BioLabs) according to the manufacturer’s instructions. Libraries were then quantified using the Kapa qPCR Library Quantitation kit (Roche) according to the manufacturer’s directions. Finally, RNA libraries were sequenced for 100 cycles using the NextSeq 500 Sequencing System (Illumina). Transcripts were quantified using kallisto (Bray *et al.* 2016) referencing refSeq mRNA (release: October 15, 2019) corresponding to dm6 annotation. Differential expression testing was performed using sleuth (Pimentel *et al.* 2017).

### Gene Ontology, KEGG pathway, and tissue expression analyses

Analyses of Gene Ontology and KEGG pathway enrichment of up- and downregulated genes [>1.5-fold, *q*-val (FDR-corrected *P*-val) <0.05] were performed using G-profiler (Raudvere *et al.* 2019) and Revigo (Supek *et al.* 2011).

### Quantitative RT-PCR measurements

Total RNA was extracted from either whole flies, whole larvae, or isolated adult tissues. The RNA was then DNase treated as described above and reverse transcribed using Superscript II (Invitrogen; 100004925). The generated cDNA was used as a template to perform qRT-PCRs (ABI 7500 real time PCR system using SyBr Green PCR mix) using gene-specific primers. PCR data were normalized to *beta tubulin* or *eIF2 alpha* mRNA levels. The following primers were used:

*tRNA ala* forward: GCGGCCGCACTTTCACTGACCGGAAACG

*tRNA ala* reverse: GCGGCCGCGCCCGTTCTAACTTTTTGGA

*tRNA arg* forward: GCGGCCGCGTCCGTCCACCAATGAA AAT

*tRNA arg* reverse: GCGGCCGCCGGCTAGCTCAGTCGGT AGA

*tRNA eMet* forward: GCGGCCGCCGTGGCAATCTTCTGAA ACC

*tRNA eMet* reverse: GCGGCCGCTCAGTGGAAAACCATA TGTTCG

*tRNA iMet* forward: AGAGTGGCGCAGTGGAAG

*tRNA iMet* reverse: AGAGCAAGGTTTCGATCCTC

*beta tubulin* forward: ATCATCACACACGGACAGG

*beta tubulin* reverse: GAGCTGGATGATGGGGAGTA

*Hipk* forward: CAACAATGTCAAGGCATC

*Hipk* reverse: CAGGCTGCACAGTGTGGAAA

*eIF2 alpha* forward: TCTTCGATGAGTGCAACCTG

*eIF2 alpha* reverse: CCTCGTAACCGTAGCAGGAG

### Polysome profiling

Larvae were lysed in lysis buffer [25 mM Tris, pH 7.4, 10 mM MgCl_2_, 250 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.5 mM DTT, 100 mg/ml cycloheximide, 1 mg/ml heparin, 16 complete mini roche protease inhibitor, 2.5 mM PMSF, 5 mM sodium fluoride, 1 mM sodium orthovanadate and 200 U/ml ribolock RNAse inhibitor (Fermentas)] using a Dounce homogenizer. Lysates were then centrifuged at 15,000 rpm for 20 min and the supernatant was removed carefully using a fine syringe to avoid the floating fat content. For each condition, lysates containing 300 mg of total RNA were then layered on top of a 15–45% w/w sucrose gradient (made using 25 mM Tris, pH 7.4, 10 mM MgCl_2_, 250 mM NaCl, 1 mg/ml heparin, 100 mg/ml cycloheximide in 12 ml polyallomer tube) and centrifuged at 37,000 rpm for 150 min in a Beckmann Coulter Optima L-90K ultracentrifuge using a SW-41 rotor. Polysome profiles were obtained by pushing the gradient using 70% w/v sucrose pumped at 1.5 ml/min into a continuous OD254 nm reader (ISCO UA6 UV detector).

### Fecundity assay

One- to two-day-old virgin *w^1118^* females were allowed to mate with males for 2 days and then the females were separated and either maintained in normoxia (controls) or exposed to hypoxia for either 8 or 12 h before being returned to normoxia. Twenty-four hours later, the females were transferred in groups of 3 to new vials and allowed to lay eggs for a 24-h period (day 1), and then transferred to a second set of vials to lay eggs for a further 24-h period (day 2). Fecundity was then assessed by measuring the number of viable pupae per female that emerged from eggs laid on days 1 and 2.

### Statistical analysis of qRT-PCR and fecundity data

Data were analyzed by Student’s *t*-test or 2-way ANOVA followed by post hoc tests where appropriate. All statistical analyses and data plots were performed using Prism statistical software. Differences were considered significant when *P*-values were <0.05.

## Results

### Hypoxia leads to upregulation of transcription factor and kinase gene expression

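Whole mated females gave 15 RNA libraries of 5 flies each. w1118 flies gave 3 in normoxia and 4 after 16 h at 1% oxygen, and *foxo* mutants 4 in each. The *foxo* transcript stood at 20.7 ± 0.586 TPM (mean ± SD, n = 3) in w1118 normoxia and 29.8 ± 9.05 TPM (n = 4) in w1118 hypoxia. It reached at most 0.257 TPM in any library of the mutant. Ribosomal protein genes took 36.7 ± 1.41% of all transcripts in normoxic and 36.4 ± 3.66% in hypoxic w1118, and 36.8 ± 1.40% and 39.6 ± 4.54% in the mutant. Eggshell genes took 3.60 ± 0.571% and 0.812 ± 0.143% in normoxic and hypoxic w1118, and 2.02 ± 0.809% and 0.713 ± 0.466% in the mutant. The values used are the deposited TPM per transcript, summed per gene. With limma, 10288 genes with a mean of 1 TPM or more in a group were tested on log2(TPM + 1), with adjusted p by the Benjamini-Hochberg method. A gene is called here at an adjusted p under 0.05 and a change over 1.5-fold, and members of fixed gene lists and differences between the genotypes are counted at the adjusted p alone. A called change counts as one in a single genotype alone where the other genotype has no change in that direction at an adjusted p under 0.05, whatever its fold. TPM keep no record of the number of reads, so the depth of each library is unknown, and the added 1 makes the fold of a low gene smaller than it is. On simulated data made from these libraries, the hypoxia test in w1118 passed 54% of genes changed 2-fold and 94% of genes changed 4-fold. The test in the mutant passed 90% and 98%, and the test of the difference between the genotypes 22% and 92%. Each share rests on 50 genes drawn once, with a spread shared by all groups. The test of *foxo* against w1118 in hypoxia, with groups of the same sizes as in the mutant, passed 58% of genes changed 2-fold. The gap between w1118 and the mutant is therefore no measure of a difference in sensitivity.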

Adult mated *w^1118^* (control) or *foxo^Δ94^* (foxo null mutant) (Slack *et al.* 2011) females were either maintained in normoxia or exposed to hypoxia (1% oxygen) for 16 h and we then isolated whole-body RNA for RNA-seq analysis (Fig. 1a). We first examined the gene expression changes induced by hypoxia in the control animals. 

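In w1118, hypoxia raised 1324 genes and lowered 899 of the 10288 tested. The heat shock chaperones rose most as a group: 15 of 18 genes rose and 0 fell (15 and 0 adjusted over the list alone), with a median log2 change of 2.43. *Hsp68*, an Hsp70 family chaperone, went from 3.06 ± 0.676 to 115.1 ± 20.4 TPM (log2 change 4.83, SE 0.200, limma adjusted p = 3.87e-10, n = 3 and 4). *Hsp23*, a small chaperone, went from 17.6 ± 3.76 to 213.1 ± 31.0 TPM (3.53, SE 0.223, adjusted p = 3.69e-08). The copies *Hsp70Bb* and *Hsp70Bbb* reached 147.8 ± 24.6 and 82.6 ± 10.3 TPM, but near-identical copies share reads and their separate levels are uncertain. Among falling genes, *apolpp*, which encodes the main lipoprotein of the hemolymph, went from 111.2 ± 38.7 to 16.7 ± 11.6 TPM (log2 change −2.82, SE 0.347, adjusted p = 2.63e-05). The myosin light chain gene *Mlc1* went from 78.4 ± 6.94 to 42.1 ± 10.8 TPM (−0.91, SE 0.190, adjusted p = 0.00245). Of 13 glycolysis genes 6 rose and 1 fell (6 and 1 adjusted over the list alone). *Pfk*, the rate-limiting phosphofructokinase, rose by a log2 change of 0.59 (SE 0.144, adjusted p = 0.00742). A competitive camera test of the chaperones gave adjusted p = 2.08e-13, or adjusted p = 0.0502 with an estimated correlation. The glycolysis genes gave adjusted p = 0.0246, or adjusted p = 0.58 with an estimated correlation. The median gene rose by 0.22 on the log2 scale in these values and by 0.002 after median-of-ratios scaling. That scaling left 734 genes up and 1269 down and moved the share of rises among the calls from 59.6% to 36.6%. Under both, 720 rises and 895 falls are called. Leaving out w1118 hypoxia 1 raised the number of rises to 2061, and leaving out w1118 normoxia 2 lowered it to 822.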

Using a cutoff of ±1.5-fold and a false-discovery rate corrected *P*-value <0.05, we identified 1,081 genes with reduced mRNA expression and 1,257 genes with increased mRNA expression in *w^1118^* animals (Fig. 1b and Supplementary Table 1). Among the upregulated genes, we saw increased expression of several genes previously shown to be induced upon hypoxia exposure in larvae and/or adults. For example, we saw increased expression of the fly fibroblast growth factor homolog, *branchless (bnl)*, the glycolytic enzyme, *Lactate dehydrogenease (Ldh/ImpL3)*, and the transcriptional repressor, *hairy (h)*, each of which has been shown to be upregulated upon hypoxia exposure (Centanin *et al.* 2008; Zhou *et al.* 2008; Li *et al.* 2013) (Fig. 1c). 

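*bnl*, the FGF ligand that guides tracheal branching, went from 1.03 ± 0.254 to 14.2 ± 7.91 TPM in w1118 (log2 change 2.75, SE 0.338, limma adjusted p = 2.63e-05, n = 3 and 4). Its locus lies on 3R at 19794073 to 19836817 of dm6. *ImpL3*, the lactate dehydrogenase that regenerates NAD+ without oxygen, went from 14.2 ± 2.78 to 247.5 ± 34.2 TPM (4.04, SE 0.245, adjusted p = 2.79e-08). *h*, a repressor that limits tricarboxylic acid cycle genes in low oxygen, went from 17.5 ± 3.43 to 43.4 ± 20.0 TPM (1.17, SE 0.309, adjusted p = 0.0117). All 3 also rose in *foxo* mutants, to 24.6 ± 6.99, 573.5 ± 85.3 and 56.8 ± 16.5 TPM (log2 changes 3.07, 4.56 and 1.68). None of them passed the test of the difference between the genotypes (adjusted p = 0.761, 0.56 and 0.628). *Vhl*, which targets the HIF protein Sima for degradation, rose from 12.1 ± 1.19 to 42.2 ± 5.30 TPM in w1118 (1.72, SE 0.151, adjusted p = 9.37e-07). Of 10 genes of the HIF pathway 6 rose and 0 fell (6 and 0 adjusted over the list alone). Camera gave the pathway adjusted p = 1.62e-04, or adjusted p = 0.322 with an estimated correlation. Without w1118 normoxia 3 the rise of *h* has an adjusted p of 0.055.

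**Figure D1:**
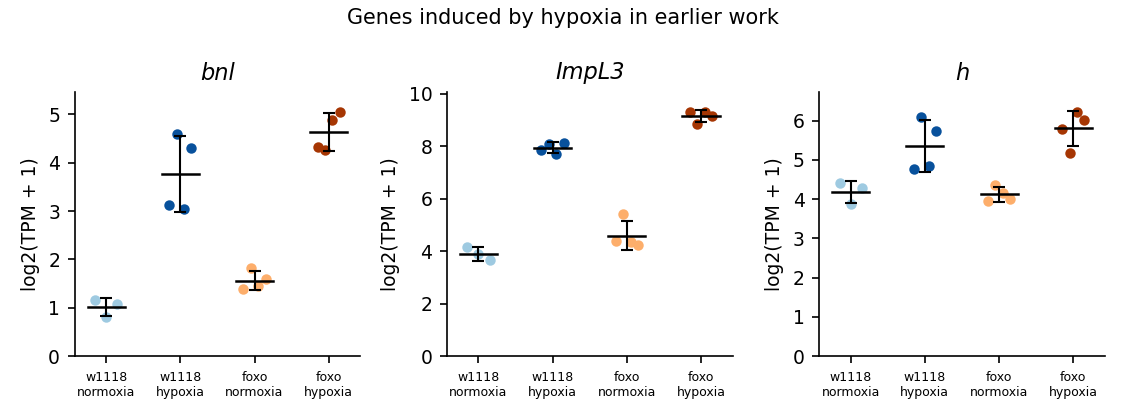
Levels of *bnl*, *ImpL3* and *h* as log2(TPM + 1), vertical axis, in w1118 and *foxo* females in normoxia and hypoxia, horizontal axis. Points are libraries, lines group means and bars SD.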

We previously showed hypoxia induces rapid nuclear localization and increased transcriptional activity of the transcription factor FOXO, which we found promoted hypoxia tolerance by increasing expression of the innate immune transcription factor Relish (*Rel*) (Barretto *et al.* 2020). 

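*Thor*, the translational repressor 4E-BP, went from 204.0 ± 70.4 to 824.4 ± 278 TPM in w1118 (log2 change 2.01, SE 0.290, limma adjusted p = 1.11e-04, n = 3 and 4). In *foxo* mutants it went from 185.6 ± 35.3 to 252.2 ± 66.0 TPM (0.42, adjusted p = 0.302, n = 4 and 4). *InR*, the insulin receptor, stood at 4.11 ± 0.116 and 8.41 ± 4.60 TPM in w1118 (0.73, SE 0.328, adjusted p = 0.111). *Rel*, the NF-kappaB factor of the IMD pathway, stood at 29.0 ± 7.01 and 47.6 ± 18.3 TPM (0.64, SE 0.261, adjusted p = 0.0832). Of 14 antimicrobial peptide genes 10 rose in w1118 (10 adjusted over the list alone) and 12 in the mutant, with none falling. *CecA1* went from 4.65 ± 0.700 to 42.4 ± 9.81 TPM (2.92, SE 0.268, adjusted p = 1.38e-06) and *CecA2* to 21.8 ± 4.03 TPM (2.07, SE 0.348, adjusted p = 4.33e-04). *AttB* went from 3.83 ± 1.99 to 139.1 ± 48.9 TPM (4.85, SE 0.295, adjusted p = 2.79e-08) and *AttA* to 43.6 ± 13.2 TPM (4.16, SE 0.294, adjusted p = 1.21e-07). *Dro* went from 15.3 ± 7.57 to 235.3 ± 134 TPM (3.82, SE 0.350, adjusted p = 1.33e-06). In the mutant the log2 changes of these peptides were 1.70, 1.83, 4.08, 4.09 and 1.86, each called. *AttA* and *AttB*, and *CecA1* and *CecA2*, share reads, so the split within each pair is uncertain. The genotypes differed for *Thor* (difference 1.59, adjusted p = 0.0443) and *Dro* (1.96, adjusted p = 0.0402). Median-of-ratios scaling takes these to adjusted p = 0.0516 and 0.0936, within ranges over the alternatives of 0.0201 to 0.137 and 0.018 to 0.123. With the replicate number as a block, common to both genotypes, *InR* and *Rel* rise at adjusted p = 0.0337 and 0.0392. The peptide list gave a camera adjusted p of 1.62e-06, or adjusted p = 0.185 with an estimated correlation.

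**Figure D2:**
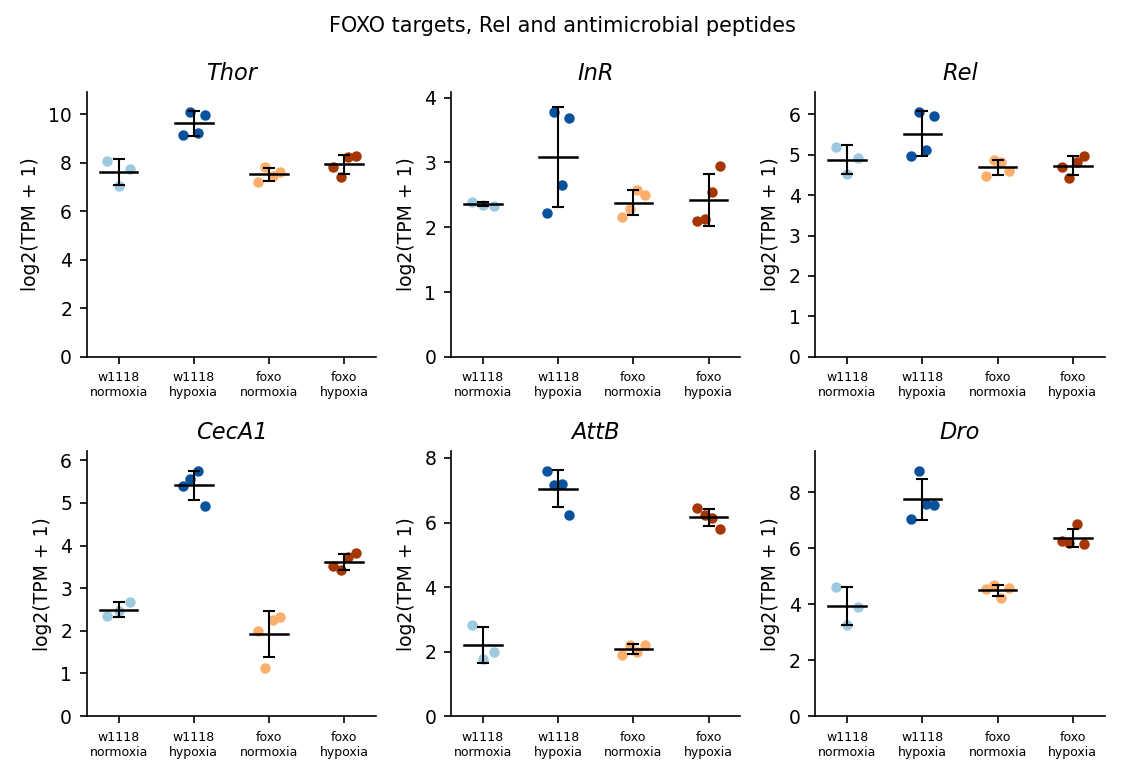
Levels of *Thor*, *InR*, *Rel*, *CecA1*, *AttB* and *Dro* as log2(TPM + 1), vertical axis, in the 4 groups, horizontal axis. Points are libraries, lines group means and bars SD.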

Consistent with this, our transcriptome data showed that hypoxia led to increased expression of two FOXO target genes, *Thor* and *InR*, and increased expression of *Rel* and antimicrobial peptide genes (e.g. *CecA1*, *CecA2*, *AttB*, *AttA*, *Dro*), which are known targets of Relish (Fig. 1c)*.* Together these changes in gene expression confirm that our low oxygen exposure protocol induced a robust hypoxic response. Two previous studies used genome-wide transcriptome analyses to examine hypoxia-regulated genes in *Drosophila* (Liu, Roy, *et al.* 2006; Li *et al.* 2013). Like us, Liu *et al.* examined hypoxia in adult female flies, and they used DNA microarray hybridization to identify genes that showed significantly increased expression after 6 h of severe (0.5% oxygen) hypoxia exposure. They identified 79 genes, of which 47 (59%) were also identified in our RNA-seq analysis (significant overlap, *P* = 7.3 × 10^−29^) (Supplementary Table 1). 

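The 47 genes that Supplementary Table 1 lists as shared with Liu *et al.* had median log2 changes of 1.89 in w1118 and 1.57 in *foxo* mutants. In w1118 46 of them are called up and 0 down, and in the mutant 31 are called up and 1 down. A rise in w1118 alone was found for 15, of which 9 differ between the genotypes in the interaction test. The list holds only genes that the study itself found raised in these libraries, so the 46 calls are not independent evidence. Other genes of the microarray study were not used here.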

Li *et al.* also used DNA microarray hybridization to detect hypoxia-regulated genes, in this case, in late L3 larvae using milder hypoxia (4% oxygen). They identified 627 significantly (*P* < 0.01) upregulated (>1.5-fold) genes, of which 130 (21%) were also identified as upregulated in our RNA-seq analysis (significant overlap, *P* = 2.2 × 10^−19^), and they identified 417 significantly (*P* < 0.01) downregulated (>1.5-fold) genes, of which 80 (19%) were also identified in our RNA-seq analysis (significant overlap, *P* = 4.8 × 10^−13^) (Supplementary Table 1). Thus, even though this study analyzed hypoxia at a different stage of the life cycle and at a different concentration of oxygen, one-fifth of the genes that were identified as being hypoxia-regulated in larvae were also identified in our study in adults. 

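Of the 627 larval entries listed in Supplementary Table 1, 408 are among the genes tested. In w1118 139 of these are called up against 52.5 expected (34.1%, odds ratio 3.79, Fisher p = 1.2e-29), 10 are called down and 355 lie above 0. In *foxo* mutants 80 are called up, with 28.8 expected (Fisher p = 1.33e-17). The larval genes had a median log2 change of 0.49 in w1118 and 0.14 in the mutant. In w1118 alone 66 are called up, 13 with an interaction. Median-of-ratios scaling leaves 78 called up in w1118, where 29.1 would be expected. Of the 79 tested genes that the supplement lists as lowered in both studies, 60 are called down in w1118 and 47 in the mutant, with median log2 changes of −0.95 and −0.77. That list was picked from these libraries and is not independent evidence.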

The differences in the number of genes identified in our study *vs.* the previous studies likely reflect differences in biology between larvae and adults, and the greater sensitivity of RNA-seq approaches to detect differentially expressed genes compared with DNA microarrays.

**Fig. 1.**
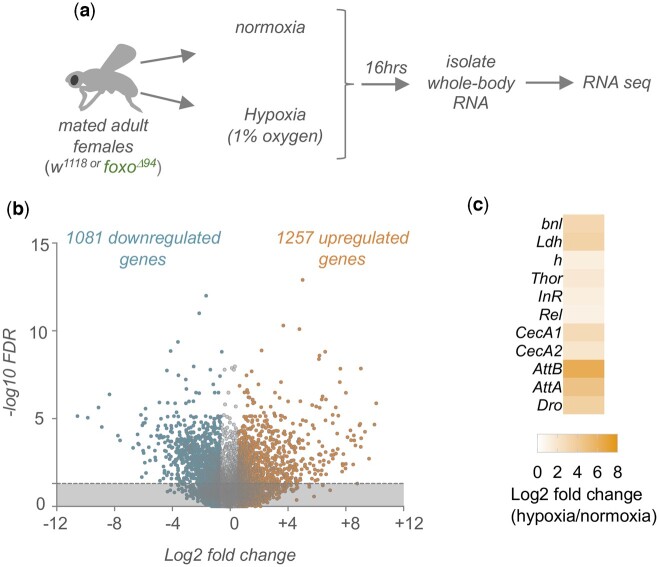
Hypoxia-induced alterations in whole-body gene expression. a) Schematic outline of our experimental approach. b) Volcano plot showing the up- (orange) and downregulated (blue) genes following hypoxia exposure. Genes were considered differentially expressed if they showed a significant [*q*-val (FDR-corrected *P*-val) <0.05] change in expression that was > ±1.5-fold different in hypoxia vs normoxia. Dashed line indicates *q*-val = 0.05. c) Heatmap depicting the change in expression (Log2-fold change, hypoxia vs normoxia conditions) of previously described hypoxia-induced genes.

We used Gene Ontology analysis to examine the genes that showed upregulated expression upon hypoxia. This analysis showed that the upregulated genes were particularly enriched for gene categories related to chromatin modification and transcription, small G-protein regulators, and kinases (Fig. 2a). In addition, KEGG pathway analysis of the upregulated genes showed enrichment for genes involved in Hippo, Notch, FOXO, and MAPK signaling (Fig. 2b). 

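Of 111 transcription and chromatin regulators 32 rose and 2 fell in w1118 (36 and 4 adjusted over the list alone), with a median log2 change of 0.56. Of 48 GTPase regulators 8 rose and 1 fell (7 and 1 adjusted over the list alone; median 0.55). Of 128 protein kinases, 21 rose and 1 fell (17 and 1 adjusted over the list alone; median 0.46). Regulators of transcription were over-represented among the called rises, with 30 against 14.3 expected (Fisher adjusted p = 5.62e-04). Kinases stood at 17 against 16.5 (adjusted p = 1) and GTPase regulators at 8 against 6.18 (Fisher adjusted p = 0.801). Camera gave adjusted p = 5.68e-04 for transcription, 0.00741 for GTPase regulators and 0.00333 for kinases. Each of these lists gave adjusted p = 0.739 with an estimated correlation. Genes matched in length and level to each list had medians of 0.376, 0.426 and 0.378, below the medians of the lists in at least 99.4% of 10000 draws. Median-of-ratios scaling brings the medians to 0.32, 0.32 and 0.23. With the replicate number as a block 51, 20 and 43 genes rise, and without w1118 hypoxia 1 the numbers are 68, 28 and 61. Without w1118 normoxia 2 they are 12, 0 and 7, with 12 GTPase regulators at an unadjusted limma p under 0.05.

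**Figure D3:**
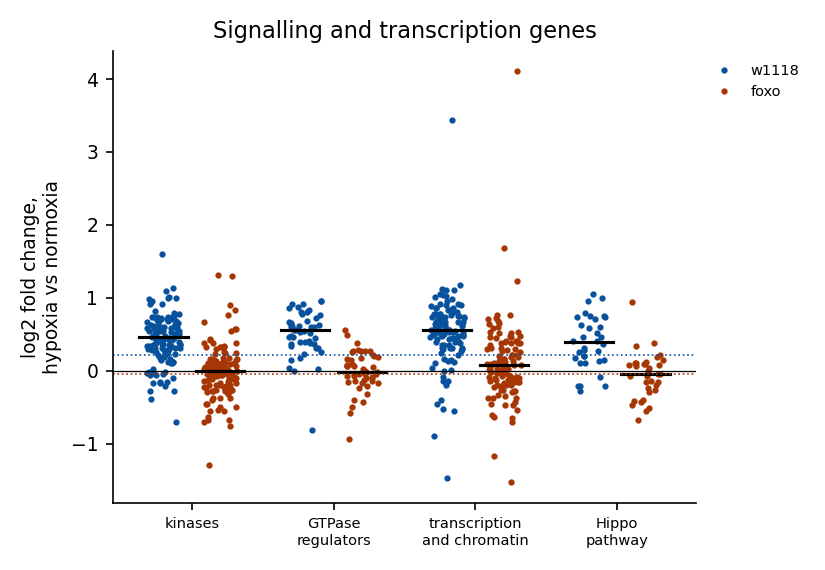
Log2 change in hypoxia, vertical axis, of kinases, GTPase regulators, transcription and chromatin regulators and Hippo pathway genes, horizontal axis, in w1118 (blue) and *foxo* mutants (brown). Points are genes, black lines medians of the list and dotted lines medians of all genes.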

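Of 34 Hippo pathway genes 6 rose and 0 fell in w1118 (2 and 0 adjusted over the list alone). Among them *Tgi*, a corepressor of Yorkie targets, went from 23.0 ± 0.766 to 49.2 ± 8.18 TPM (log2 change 1.05, SE 0.192, limma adjusted p = 9.26e-04, n = 3 and 4). Of 17 Notch genes 5 rose (5 adjusted over the list alone). These hold the receptor *N* (1.10, SE 0.306, adjusted p = 0.0156) and the ubiquitin ligase *mib1*, which activates Notch ligands (0.87, SE 0.207, adjusted p = 0.00604). Of 7 FOXO targets 4 rose (6 adjusted over the list alone). *Ilp6*, an insulin-like peptide of the fat body, went from 6.90 ± 1.48 to 19.6 ± 8.93 TPM (1.29, SE 0.280, adjusted p = 0.00333). Of 21 genes of MAPK and JNK signaling 4 rose (4 adjusted over the list alone). *Jra*, the fly Jun, went from 33.8 ± 0.904 to 74.8 ± 5.39 TPM (1.12, SE 0.146, adjusted p = 4.57e-05). None of the 4 lists was over-represented among the called rises (Fisher adjusted p = 0.801 for Hippo and for MAPK and JNK, 0.684 for Notch and 0.0512 for FOXO targets). Camera gave adjusted p = 0.109 for Hippo and 0.1 for MAPK and JNK. The Notch genes gave 0.0365, or adjusted p = 0.739 with an estimated correlation. The FOXO targets gave 0.0215, or adjusted p = 0.578 with an estimated correlation. The count of Hippo rises is 1 without w1118 normoxia 2, 14 without w1118 hypoxia 1 and 2 or 3 without any other w1118 library. Without w1118 normoxia 2 the rise of *N* has an adjusted p of 0.0752.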

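*Ets21C*, an ETS factor acting downstream of JNK, went from 0.805 ± 0.423 to 18.8 ± 5.15 TPM in w1118 (log2 change 3.43, SE 0.242, limma adjusted p = 1.21e-07, n = 3 and 4). *bun*, a leucine zipper growth regulator, rose from 109.0 ± 9.30 to 246.9 ± 86.3 TPM (1.11, SE 0.267, adjusted p = 0.00664). *kay*, the fly Fos, rose from 17.6 ± 2.19 to 38.8 ± 13.9 TPM (1.04, SE 0.253, adjusted p = 0.00728). The clock factor *vri* rose from 11.5 ± 1.21 to 25.6 ± 7.10 TPM (1.05, SE 0.206, adjusted p = 0.00157). Among kinases, *trbl*, a pseudokinase that blocks Akt, rose from 20.3 ± 0.903 to 64.5 ± 11.7 TPM (1.60, SE 0.165, adjusted p = 4.58e-06). *aurB*, a mitotic kinase, rose from 42.9 ± 2.87 to 87.8 ± 11.1 TPM (1.01, SE 0.188, adjusted p = 0.00104). Of 10 circadian clock genes 4 rose (5 with 1 fall adjusted over the list alone).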

We saw hypoxia-induced increases in gene expression for 132 regulators of transcription and chromatin, and 61 kinases (Fig. 2, c and d). Together, these analyses suggest that hypoxia leads to widespread upregulation of different signaling pathways and transcriptional responses.

**Fig. 2.**
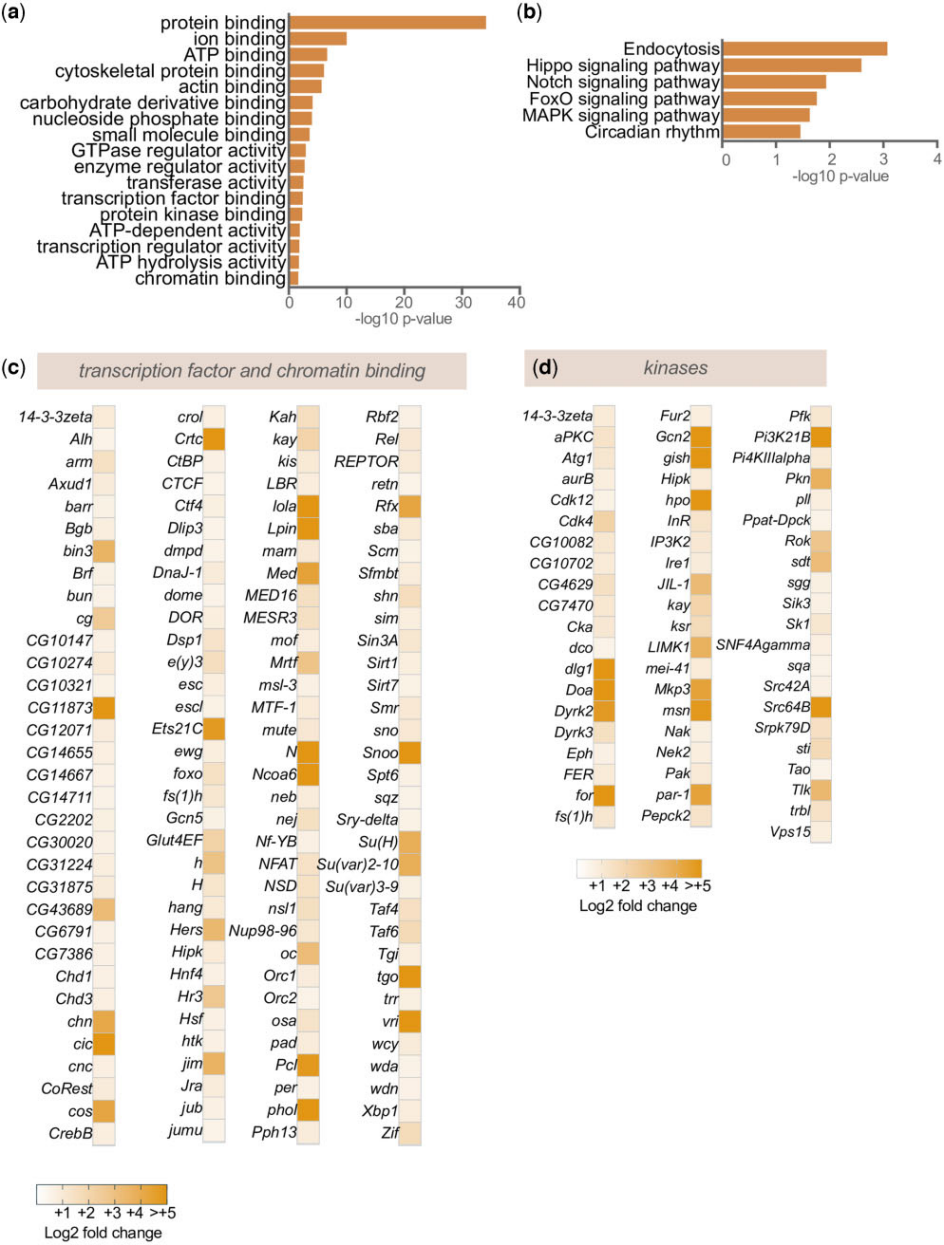
Hypoxia upregulates mRNA expression of transcription factors and kinase genes. a) GO analysis (molecular function category) and b) KEGG pathway analysis of genes showing >1.5-fold increase following hypoxia exposure. c) Heatmap depicting the increases in mRNA expression (Log2-fold change hypoxia vs normoxia) of transcription factor genes. d) Heatmap depicting the increases in mRNA expression (Log2-fold change hypoxia vs normoxia) of kinase genes.

### FOXO is required for hypoxia-induced upregulation of signaling molecules and regulators of the Hippo pathway

To identify FOXO-dependent hypoxia-induced genes we identified genes that showed a significant (*q*-val <0.05), >1.5-fold upregulation upon hypoxia in *w^1118^* but not *foxo^Δ94^*. 

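Of the 1324 genes called up in w1118, 521 were also called up in *foxo* mutants against 93.4 expected by chance. The log2 changes of the genotypes had a correlation of 0.798 across all genes. Of the 1324, 712 (53.8%) rose in w1118 alone, having no rise at an adjusted p under 0.05 in the mutant at any fold. Their median log2 changes were 0.80 in w1118 and 0.29 in the mutant, where 579 of the 712 still lay above 0. The test of the difference between the genotypes called a higher log2 change in w1118 for 159 genes and in the mutant for 110. A higher change can also be a smaller fall, and 99 of the 159 genes are called up in w1118. Of the 712 genes 93 passed the test of the difference. Among these, *Ddc*, which makes dopamine, went from 8.70 ± 0.852 to 57.3 ± 18.9 TPM in w1118. In the mutant it went from 12.6 ± 1.29 to 6.26 ± 1.13 TPM (difference 3.44, limma adjusted p = 4.37e-05, n = 3, 4, 4 and 4). *CG10924*, which encodes a phosphoenolpyruvate carboxykinase, went from 17.1 ± 7.56 to 125.8 ± 43.1 TPM and from 2.28 ± 0.273 to 2.67 ± 0.896 TPM (2.70, adjusted p = 0.00334). The maltase gene *Mal-B1* went from 2.16 ± 0.504 to 48.1 ± 21.4 TPM and from 1.27 ± 0.654 to 1.98 ± 0.599 TPM (3.43, adjusted p = 6.15e-04). By the same rule 182 genes rose in the mutant alone, 38 of them with an interaction. The paper proposes that a large proportion of hypoxia-induced expression needs FOXO, reasoning from the genes that pass in w1118 and not in the mutant. Median-of-ratios scaling leaves 212 such genes (28.9%) and 349 of the mutant, and turns the split of the interaction to 107 and 156. It moves the median gene's difference from 0.227 to −0.042, and 195 genes keep the call under both scalings. Transcript length differs between these genes, with a median of 2229 bases for the 712 and 1724 for all genes. The slope of level on length had a mean of −0.057 in w1118 normoxia, 0.05 in w1118 hypoxia, −0.001 in *foxo* normoxia and −0.007 in *foxo* hypoxia. The 712 become 1091 with the replicate number as a block, 332 without w1118 normoxia 2 and 1447 without w1118 hypoxia 1. With the length slope of each library as a covariate, chosen after the data had been seen, they become 254.

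**Figure D4:**
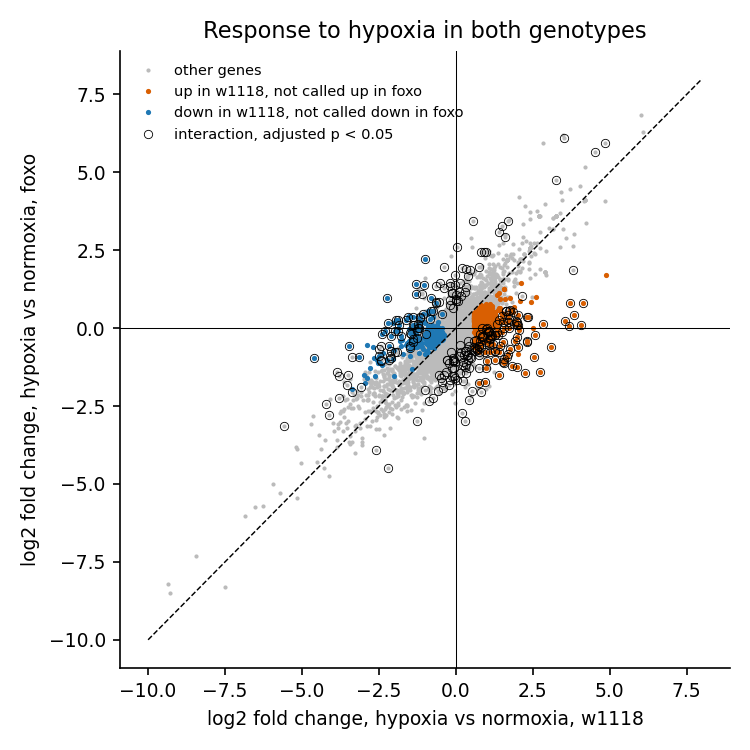
Log2 change in hypoxia in w1118, horizontal axis, and in *foxo* mutants, vertical axis. Points are genes, orange and blue those called up or down in w1118 alone, circles those with an interaction at an adjusted p under 0.05.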

Using this criteria, we found that of the 1,257 genes that were upregulated upon hypoxia exposure, 551 (44%) were not significantly upregulated in *foxo* mutants, suggesting that a large proportion of hypoxia-induced gene expression requires FOXO activity (Supplementary Table 1). Two previous studies used ChIP-chip and ChIP-seq approaches to identify FOXO genomic binding sites in young female adult flies, and, between them, identified 3,925 loci that bound FOXO and were within 1 kb of a protein coding gene (Alic *et al.* 2011; Birnbaum *et al.* 2019). Interestingly, we saw that of the 553 FOXO-dependent hypoxia-upregulated genes that we identified, 265 (48%) overlapped with these FOXO-bound genes (Fig. 3a), suggesting that almost half the FOXO-dependent hypoxia genes may be induced by direct FOXO transcriptional activation (Supplementary Table 1). 

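The 258 tested genes that Supplementary Table 1 lists as bound by FOXO and dependent on it had median log2 changes of 0.56 in w1118 and −0.07 in *foxo* mutants. The larger log2 change lay in w1118 for 254 of them. In w1118 71 are called up, 70 of these in w1118 alone and 13 with an interaction. The list holds genes that the study chose from these libraries, so it is not independent evidence, and the binding data were not analysed here. With median-of-ratios scaling 49 are called up and the medians are 0.33 and −0.03.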

We used Gene Ontology analysis to examine the 553 FOXO-dependent hypoxia-upregulated genes. 

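Transcription and chromatin regulators made up 20 of the rises called in w1118 alone, against 7.68 expected (Fisher adjusted p = 0.00241), but only 1 of the 20 passed the test of the difference between the genotypes and median-of-ratios scaling leaves 5. The median difference of these regulators, 0.435, lay close to the 0.425 of genes matched in length and level, above 66.8% of the draws. FOXO targets made up 4 against 0.48 (Fisher adjusted p = 0.0124), 2 of them passing that test. After the scaling 3 remain, and 0 of them pass it. Kinases made up 12 against 8.86 (Fisher adjusted p = 0.647), GTPase regulators 8 against 3.32 (adjusted p = 0.15) and insulin and TOR genes 5 against 1.31 (adjusted p = 0.0993). *raptor*, a subunit of TORC1, went from 13.8 ± 3.04 to 30.1 ± 8.57 TPM in w1118 (log2 change 1.04, SE 0.284, limma adjusted p = 0.0144, n = 3 and 4). In *foxo* mutants it went from 20.8 ± 2.96 to 25.0 ± 9.35 TPM (0.20, adjusted p = 0.661). *Sesn*, a stress protein that restrains TORC1, went from 30.2 ± 2.61 to 63.2 ± 24.5 TPM and from 30.7 ± 2.94 to 29.1 ± 9.15 TPM (0.96, adjusted p = 0.0184, and −0.12, adjusted p = 0.788). Neither gene passed the test of the difference between the genotypes (adjusted p = 0.373 and 0.183). Of 19 insulin and TOR genes 5 rose in w1118 (5 adjusted over the list alone), 9 with the replicate number as a block, and 0 in the mutant (limma, 0 at an unadjusted p under 0.05). Camera gave these genes adjusted p = 0.0161, or adjusted p = 0.739 with an estimated correlation. Without w1118 normoxia 2 the rises of *raptor* and *Sesn* have adjusted p = 0.0845 and 0.069.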

The main classes of genes identified were largely related to signaling regulators, such as kinases, GTPase regulators, and guanine-nucleotide exchange factors (Fig. 3, b and c). For example, we saw that many GTPase regulators required FOXO for their hypoxia upregulation and many of these contained FOXO-binding sites within 1 kb of their gene coding region (Fig. 3c). In addition, almost half the kinases that we saw were induced in hypoxia were dependent on FOXO for their induction (Fig. 3c). 

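All 8 GTPase regulators called up in w1118 rose there alone, and 47 of the 48 tested have the larger change in w1118 (42 after median-of-ratios scaling). In the mutant 1 GTPase regulator rose and 2 fell (0 and 1 adjusted over the list alone), with a median of −0.02. No GTPase regulator passed the limma test of the difference between the genotypes, and 6 had an unadjusted p under 0.05. The median difference of the list was 0.554, against 0.491 for genes matched in length and level, and 95% of the draws lay between 0.418 and 0.554.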

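Of the 17 kinases called up in w1118, 12 rose there alone, with no rise in *foxo* mutants at an adjusted p under 0.05. Among them *msn*, a kinase upstream of JNK and Hippo, went from 29.0 ± 2.65 to 52.6 ± 15.7 TPM (log2 change 0.79, SE 0.261, limma adjusted p = 0.0369, n = 3 and 4). Its levels in the mutant were 37.9 ± 4.63 and 41.8 ± 13.6 TPM (0.09, adjusted p = 0.839). None of the 12 passed the limma test of the difference between the genotypes, in which 10 of the 128 kinases had an unadjusted p under 0.05. For *msn* the difference was 0.70 (adjusted p = 0.453). The genes *trbl* and *aurB* rose in the mutant as well (1.32 and 0.90, adjusted p = 1.21e-05 and 0.00129). In the mutant 6 kinases rose and 4 fell (4 and 3 adjusted over the list alone). Of the 128, 123 had the larger change in w1118, or 99 after median-of-ratios scaling, which leaves 4 kinases called in w1118 alone. The rise of *msn* is lost when w1118 normoxia 2 is left out (adjusted p = 0.13).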

Interestingly, among these signaling molecules, we saw enrichment in regulators of the Hippo signaling pathway, many of which were previously shown to be enriched among FOXO-bound genes, suggesting that they may be directly regulated by FOXO (Fig. 3d).

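Of the 6 Hippo pathway genes called up in w1118, 5 rose there alone, with no rise in *foxo* mutants at an adjusted p under 0.05, against 2.35 expected (Fisher adjusted p = 0.436). *Tgi* rose in both genotypes (0.95 in the mutant, limma adjusted p = 0.00104). All 34 Hippo genes tested had the larger change in w1118, with a median of 0.39 there and −0.04 in the mutant. None passed the limma test of the difference between the genotypes, and 3 had an unadjusted p under 0.05. The median difference of 0.428 lay above 70% of 10000 sets of genes matched in length and level, whose median was 0.408. Median-of-ratios scaling leaves 25 of the 34 with the larger change in w1118 and 2 called in w1118 alone. For the difference between the genotypes the Hippo genes gave a camera adjusted p of 0.0395, or adjusted p = 0.86 with an estimated correlation.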

**Fig. 3.**
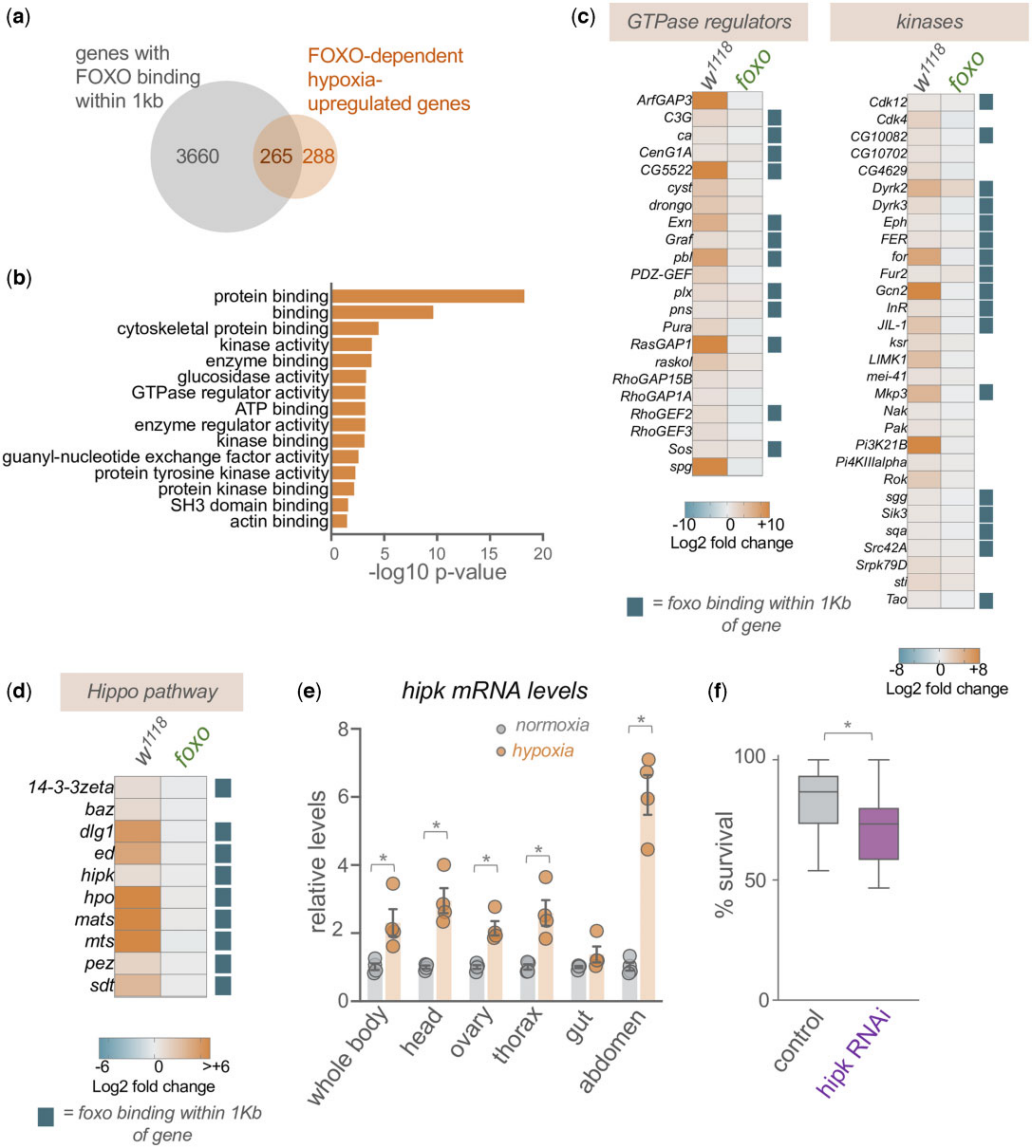
Hipk is a hypoxia-induced gene required for organismal hypoxia tolerance. a) Venn diagram showing overlap between genes previously shown to have FOXO binding within 1 kb, as detected by ChIP, and FOXO-dependent upregulated genes identified in the present study. b) GO analysis (molecular function category) of FOXO-dependent hypoxia-induced genes (genes showing a significant >1.5-fold increase in mRNA expression following hypoxia exposure in *w^1118^* but not *foxo* mutants). c) Heatmap depicting the increases in mRNA expression (Log2-fold change, hypoxia vs normoxia) of GTPase regulators and kinases in *w^1118^* and *foxo* mutants. Blue squares indicate genes previously shown to have FOXO binding within 1 kb of the gene as measured by ChIP. d) Heatmap depicting the increases in mRNA expression (Log2-fold change, hypoxia vs normoxia) of Hippo pathway genes in *w^1118^* and *foxo* mutants. Blue squares indicate genes previously shown to have FOXO binding within 1 kb of the gene as measured by ChIP. e) qPCR analysis of *hipk* mRNA levels from normoxia vs hypoxia exposed animals. RNA was isolated from either whole animals or specific tissues. Bars represent mean ± SEM. Symbols represent individual data points, *n* = 4 per condition. *P < 0.05, Student’s *t*-test. f) Hypoxia survival of control (*da-GSG>hipk RNAi*, no RU486) vs *hipk* RNAi (*da-GSG>Hipk RNAi*, RU486-treated) adult flies. Data are presented as box plots (25%, median and 75% values) with error bars indicating the min and max values, *n* = 14 groups of flies per condition.

### Hipk is upregulated in hypoxia and modulates hypoxia tolerance

One regulator of the Hippo pathway we saw upregulated and associated with a FOXO DNA binding site was Homeodomain interacting protein kinase (Hipk). 

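*Hipk* (3L, 543060 to 581099 of dm6), a kinase that promotes Yorkie activity, stood at 6.79 ± 1.11 TPM in w1118 normoxia and 16.1 ± 8.87 TPM in w1118 hypoxia (log2 change 0.96, SE 0.362, limma adjusted p = 0.0627, n = 3 and 4). In *foxo* mutants it stood at 10.0 ± 1.45 and 10.9 ± 3.38 TPM (0.08, SE 0.336, adjusted p = 0.902, n = 4 and 4). The difference between the genotypes was not called (0.88, SE 0.494, adjusted p = 0.498). Of the 2 *Hipk* transcripts tested, the lower one went from 1.94 to 8.93 TPM in w1118 (1.62, SE 0.420, adjusted p = 0.0118). It had no call in the mutant, at a log2 change of −0.005, or between the genotypes (adjusted p = 0.172). The other went from 3.92 to 6.81 TPM (0.57, adjusted p = 0.171). The rise of the gene passes with median-of-ratios scaling (0.73, adjusted p = 0.0491), with the replicate number as a block (1.13, adjusted p = 0.0221) and without w1118 hypoxia 1 (adjusted p = 0.00353). Of all 21 alternatives 14 leave the rise above an adjusted p of 0.05. Over them its log2 change ranged from 0.32 to 1.615 and its adjusted p from 0.00222 to 0.206. The adjusted p of the difference between the genotypes ranged from 0.0841 to 0.786 over 27 alternatives.

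**Figure D5:**
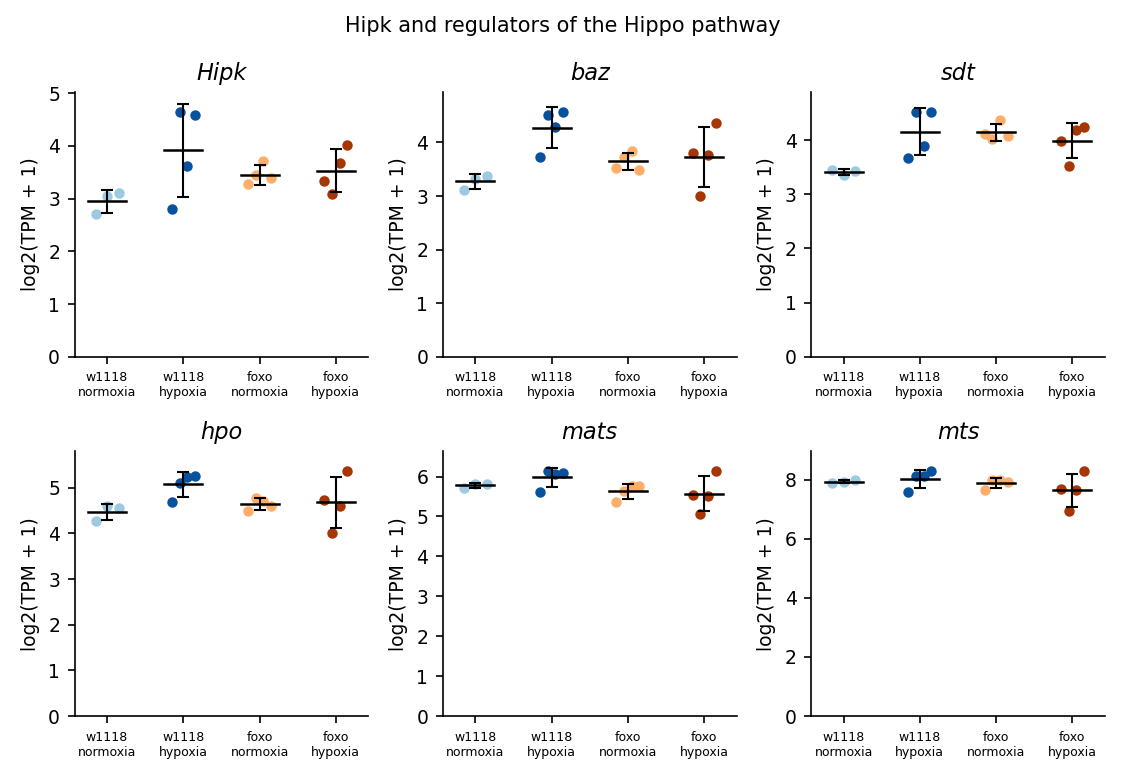
Levels of *Hipk*, *baz*, *sdt*, *hpo*, *mats* and *mts* as log2(TPM + 1), vertical axis, in the 4 groups, horizontal axis. Points are libraries, lines group means and bars SD.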

In *Drosophila*, Hipk has been shown to control metabolism and growth in epithelial tissues, and has been shown to function as a regulator of several signaling pathways including Hippo, Wingless, Notch, JAK/STAT and JNK (Lee, Andrews, *et al.* 2009; Lee, Swarup, *et al.* 2009; Chen and Verheyen 2012; Poon *et al.* 2012; Verheyen *et al.* 2012; Blaquiere *et al.* 2014; Tettweiler *et al.* 2019; Wong *et al.* 2019; Kinsey *et al.* 2021; Steinmetz *et al.* 2021). In addition, a recent study in *C. elegans* showed that the worm homolog of Hipk, hpk1, was a regulator of worm survival in low oxygen (Doering *et al.* 2022). We therefore examined the role of Hipk in *Drosophila* hypoxia in more detail. Using qRT-PCR we confirmed that hypoxia exposure led to an increase in *hipk* mRNA levels in whole animals. We also saw hypoxia-induced increases in *hipk* mRNA levels in specific tissues such as the head, thorax (which is enriched in muscle), ovaries, and abdomen (which is enriched in adipose tissues), suggesting that the hypoxia-mediated increase in Hipk expression occurred across many tissues (Fig. 3e). To explore the functional role for Hipk in hypoxia, we used the RNAi to knockdown *hipk* in flies and examined the effects on hypoxia tolerance. We used the *daughterless-GeneSwitch-Gal4 (da-GSG)* driver to induce ubiquitous expression of the dsRNA and to restrict RNAi-mediated knockdown of *hipk* to adult stages. We fed *da-GSG>hipk RNAi* females either normal food (control) or RU486-containing food to induce RNAi (*hipk RNAi*), which we found induced ∼50% decrease in *hipk* mRNA levels (Supplementary Fig. 1), and then examined the effects on hypoxia survival. We found that following 20 h of hypoxia exposure the *hipk RNAi* animals had significantly reduced hypoxia survival compared with the control flies, suggesting that Hipk is required for hypoxia tolerance (Fig. 3f)

### Hypoxia downregulates expression of protein synthesis and egg production genes and leads to reduced translation and fecundity

We used Gene Ontology analysis to examine the genes that showed significantly reduced (>1.5-fold decrease) expression upon hypoxia in control *w^1118^* animals. 

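Of 20 eggshell genes, 16 fell in w1118 hypoxia and 0 rose (17 and 0 adjusted over the list alone), with a median log2 change of −3.55. The 8 follicle cell markers all belong to this list and so are no separate evidence. Of 12 female germline markers 1 rose and 0 fell (limma, 0 of the falls at an unadjusted p under 0.05), with a median of 0.27. *Vm26Ab*, a vitelline membrane protein, went from 2497 ± 854 to 2.93 ± 1.34 TPM (log2 change −9.34, SE 0.365, limma adjusted p = 2.21e-10, n = 3 and 4). *Vml*, a further protein of that membrane, went from 179.1 ± 72.1 to 0.531 ± 0.377 TPM (−6.84, SE 0.305, adjusted p = 7.42e-10). All 3 yolk protein genes fell, *Yp1* from 7404 ± 2232 to 1372 ± 619 TPM (−2.50, SE 0.283, adjusted p = 1.12e-05). Of 84 cytosolic ribosomal proteins 18 fell and 0 rose (1 and 0 adjusted over the list alone), with a median of −0.11. Genes matched in length and level had a median of −0.189, and the list lay above 88.6% of draws. The match is incomplete, since few other genes are so abundant. The matched genes had a median log2 level of 10.59 against 11.87 for the list, so no conclusion is drawn from it. By over 1.5-fold 2 fell against 7.34 expected (Fisher adjusted p = 1). After median-of-ratios scaling 14 did, where 1269 genes fell in all, and no expected number was computed there. Of 20 ribosome biogenesis genes 2 fell and 1 rose (1 and 1 adjusted over the list alone). *NHP2*, a core protein of H/ACA RNA particles, went from 189.2 ± 1.11 to 113.9 ± 11.7 TPM (−0.73, SE 0.158, adjusted p = 0.00315). Camera gave adjusted p = 1.36e-17 for eggshell genes and 5.49e-06 for yolk genes (for both, adjusted p = 0.0694 with an estimated correlation). It gave 1.2e-05 for ribosomal proteins (adjusted p = 0.322 with an estimated correlation) and 0.0091 for biogenesis (adjusted p = 0.735 with an estimated correlation). With the replicate number as a block 10 ribosomal protein genes fall, and without w1118 normoxia 2 only 1 does.

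**Figure D6:**
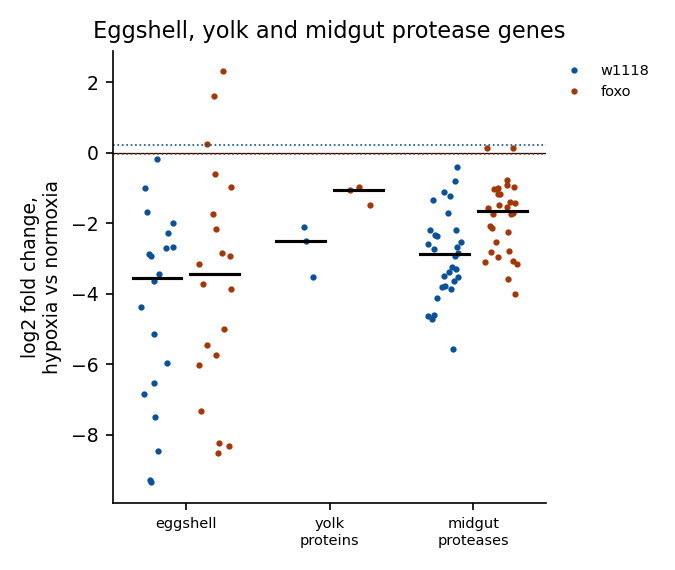
Log2 change in hypoxia, vertical axis, of eggshell, yolk protein and midgut protease genes, horizontal axis, in w1118 (blue) and *foxo* mutants (brown). Points are genes, black lines medians of the list and dotted lines medians of all genes.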

We saw enrichment in genes involved in ribosome function, egg formation, and proteolysis (Fig. 4, a and b). Almost all the proteolysis genes were proteases that showed enriched expression in either the intestine or fat body (Supplementary Table 1). 

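Of 30 midgut serine proteases 29 fell and 0 rose in w1118 (29 and 0 adjusted over the list alone), with a median log2 change of −2.87. These 29 stand against 2.62 expected (Fisher adjusted p = 1.34e-28; camera adjusted p = 8.24e-37, or adjusted p = 0.0124 with an estimated correlation). *Jon99Fi*, a Jonah family protease, went from 370.8 ± 119 to 20.0 ± 4.01 TPM (log2 change −4.11, SE 0.220, limma adjusted p = 5.56e-09, n = 3 and 4). *Jon25Bi* of the same family went from 360.8 ± 108 to 25.1 ± 7.08 TPM (−3.79, SE 0.230, adjusted p = 2.79e-08), and the trypsin *alphaTry* from 2282 ± 93.1 to 511.6 ± 122 TPM (−2.18, SE 0.188, adjusted p = 7.11e-07). In *foxo* mutants 26 of the 30 fell (28 adjusted over the list alone), with a median of −1.65. The fall was larger in w1118 for *Jon99Fi* (difference −1.34, adjusted p = 0.0251) and *Jon25Bi* (−1.53, adjusted p = 0.0145), and for 8 proteases in all (16 adjusted over the list alone). Trypsin and Jonah genes are close paralogs that share reads, so values of single members are less certain than that of the group. Of 7 midgut markers, 2 of them trypsins of this list, 5 fell and 2 rose in w1118 (5 and 2 adjusted over the list alone), with a median of −1.16. Of 7 fat body markers 3 fell and 0 rose (4 and 0 adjusted over the list alone).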

The decreased expression of genes involved in ribosome function is consistent with suppressed protein synthesis, a widely seen response to hypoxia in different organisms (Hofmann and Hand 1994; Hochachka *et al.* 1996; Liu, Cash, *et al.* 2006; van den Beucken *et al.* 2006; Anderson *et al.* 2009; Scott *et al.* 2013). We previously showed that regulation of tRNA synthesis was a key mechanism for regulating protein synthesis in *Drosophila*, particularly in response to nutrient starvation (Marshall *et al.* 2012; Rideout *et al.* 2012; Sriskanthadevan-Pirahas *et al.* 2018). When we examined tRNA levels by qPCR, we saw a strong reduction following hypoxia exposure (1% oxygen) in adults (Fig. 4c). Furthermore, we saw that exposure of larvae to 1% oxygen also led to a strong reduction in tRNA levels that was observed at both 2 and 24 h of hypoxia exposure (Fig. 4, d and e). We also saw that hypoxia larvae showed a similarly rapid decrease in overall translation compared with normoxic animals as shown by a decrease in polysome: monosome ratios in polysome profiles from whole animal lysates (Fig. 4f). These results indicate that global suppression of protein synthesis is a common response to extreme hypoxia in both larvae and adults.

**Fig. 4.**
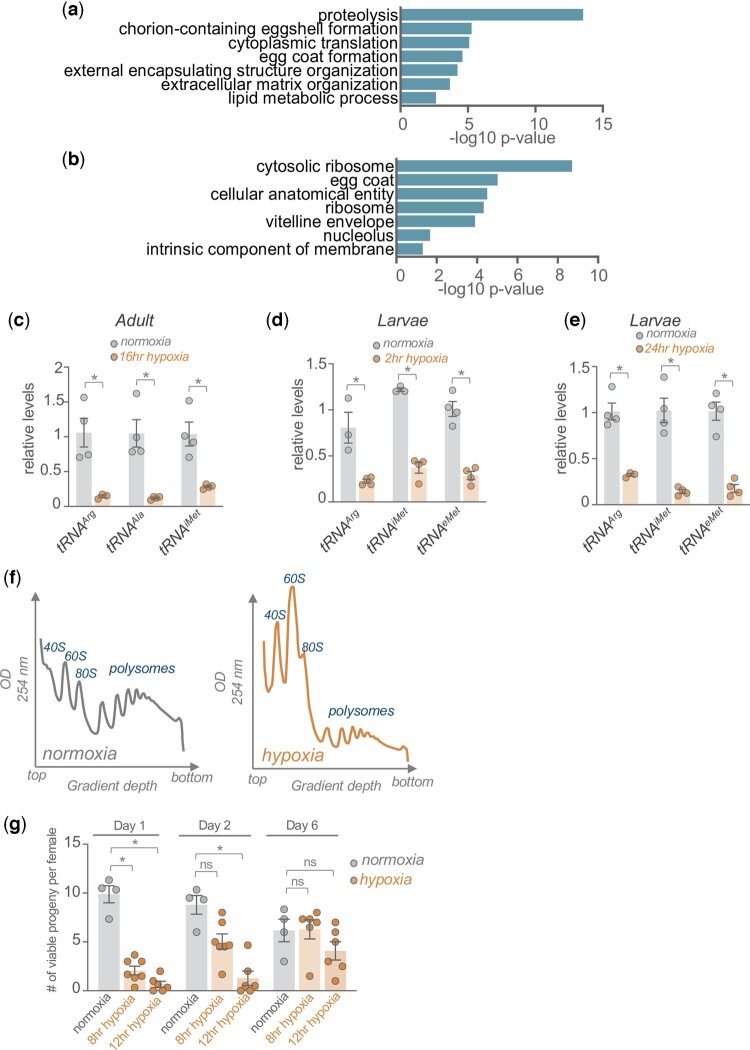
Hypoxia downregulates mRNA expression of protein synthesis and egg formation genes and leads to reduced translation and decreased fecundity. GO analysis (a, biological process category and b, cellular component category) of genes showing >1.5-fold decrease in expression following hypoxia exposure. qRT-PCR measurement of tRNA levels following (c), 2 h or (d), 24 h of hypoxia exposure in developing larvae. Bars represent mean ± SEM. Symbols represent individual data points, *n* = 4 per condition. *P < 0.05, Student’s *t*-test. f) Polysome profiles of normoxia (left) and hypoxia (right) exposed larvae. Plots indicate continuous OD 254 nm measurements from fractionated whole-body lysates. Peaks corresponding to 40S, 60S, 80S, and polysomes are indicated. The top and bottom lysate fractions from the centrifuged sucrose gradients are indicated. g) Fecundity measurements from mated females exposed to normoxia or 8 or 12 h of hypoxia. Data show the mean number of viable pupae per female that developed from eggs laid on day 1 or day 2 following the hypoxia exposure. Bars represent mean ± SEM. Symbols represent individual data points, *n* = 4 per condition. *P < 0.05, Student’s *t*-test following 2-way ANOVA.

Given the decreased expression of egg formation genes, we also examined whether hypoxia might impact female fecundity. To do this, we exposed mated *w^1118^* females to hypoxia for either 8 or 12 h, allowed them to recover for a day, and then measured how many viable progeny they produced in the subsequent 6 days. We saw that when exposed to either 8 or 12 h of hypoxia, females produced significantly fewer viable progeny at 1 and 2 days post-hypoxia compared with normoxic control females (Fig. 4g). These results indicate that a brief exposure to hypoxia can transiently suppress fecundity in female flies.

### FOXO is needed for hypoxia-mediated decreases in ribosome and mitochondrial gene expression

We then examined which downregulated genes were dependent on FOXO, by identifying genes that were significantly downregulated (<1.3-fold) in *w^1118^* flies but not *foxo* mutants. We chose a lower fold change value because the significantly downregulated genes tended to be less affected than the upregulated genes. From this analysis, we identified 529 genes (39% of 1,343 total downregulated genes) (Supplementary Table 1). Of these, 87 were previously shown to be bound to FOXO (Alic *et al.* 2011; Birnbaum *et al.* 2019), suggesting that FOXO-mediated decreases in gene expression in hypoxia are largely indirect (Fig. 5a) (Supplementary Table 1). 

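In w1118 991 genes fell by over 1.3-fold, and 248 of them (25.0%) did so in w1118 alone, having no fall at an adjusted p under 0.05 in *foxo* mutants. These 248 had median log2 changes of −0.91 in w1118 and −0.31 in the mutant, where 204 of them also lay below 0. The test of the difference between the genotypes was passed by 43. The transcripts of these genes are short, with a median of 927 bases. By the same rule 636 genes fell in the mutant alone, 76 of them with an interaction. Median-of-ratios scaling raises the 248 to 551, or 33.3% of 1654 falling genes, of which 64 pass the interaction test. Of the 248, 222 keep the call under both scalings.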

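The 83 tested genes that Supplementary Table 1 lists as bound by FOXO and lowered in dependence on it had median log2 changes of −0.41 in w1118 and −0.33 in *foxo* mutants. In w1118 30 fell by over 1.3-fold, 20 of them in w1118 alone and 3 with an interaction. The study chose this list from the same libraries, so the counts are not independent evidence. After median-of-ratios scaling 65 fall, 45 of them in w1118 alone.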

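Cytochrome c oxidase subunits made up 5 of the falls called in w1118 alone, against 0.34 expected (Fisher adjusted p = 4.85e-04). Cytosolic ribosomal proteins made up 9 against 2.02 (Fisher adjusted p = 0.00335). ATP synthase subunits made up 2 against 0.31 and subunits of complexes II and III 2 against 0.31 (Fisher adjusted p = 0.175 for each). Complex I subunits made up 1 against 0.82 and mitochondrial ribosomal proteins 0 against 1.76 (Fisher adjusted p = 1 for each). *UQCR-Q*, a subunit of complex III, went from 513.5 ± 29.9 to 339.5 ± 49.6 TPM in w1118 (log2 change −0.61, SE 0.151, limma adjusted p = 0.00815, n = 3 and 4). In *foxo* mutants it stood at 501.7 ± 43.6 and 421.3 ± 78.8 TPM (−0.27, adjusted p = 0.196, n = 4 and 4), a difference of −0.34 (adjusted p = 0.535, or 0.0264 after median-of-ratios scaling).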

We used GO analysis to examine the functional categories of FOXO-dependent downregulated genes and identified strong enrichment in 2 main classes—ribosomal proteins and mitochondrial regulators (Fig. 5b). We saw that genes coding for ribosomal proteins for both the small and large subunits showed reduced expression in *w^1118^* but not *foxo* mutant animals (Fig. 5c). 

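*RpL12*, of the large subunit, went from 3028 ± 269 to 2043 ± 262 TPM in w1118 (log2 change −0.57, SE 0.127, limma adjusted p = 0.00387, n = 3 and 4). In *foxo* mutants it stood at 2969 ± 179.8 and 2361 ± 326 TPM (−0.34, adjusted p = 0.0502, n = 4 and 4). *RpL3* fell in both genotypes, from 2660 ± 204.7 to 1912 ± 302 TPM (−0.49, SE 0.123, adjusted p = 0.00892) and from 2845 ± 224 to 2218 ± 154 TPM (−0.36, adjusted p = 0.0328). In the mutant 2 of the 84 ribosomal protein genes fell and 0 rose (0 and 0 adjusted over the list alone), with a median of −0.004. Of the 11 that fell by over 1.3-fold in w1118, 9 did so in w1118 alone, and 0 of the 84 passed the limma test of the difference between the genotypes (2 at an unadjusted p under 0.05). *RpL12* and *RpL3* differed by −0.23 and −0.13 (adjusted p = 0.604 and 0.741). The list as a whole had a median difference of −0.115 (camera adjusted p = 2.91e-09, or adjusted p = 0.204 with an estimated correlation). Of random draws, 37% of gene sets matched in length and level lay below it. The matched genes had a median log2 level of 10.59 against 11.87 for the list, so the match is incomplete and no conclusion is drawn from it. Median-of-ratios scaling takes the 11 to 21 and the 9 to 20. Without w1118 normoxia 2 the fall of *RpL3* has an adjusted p of 0.0556.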

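*COX8*, a cytochrome c oxidase subunit, went from 573.0 ± 31.9 to 338.7 ± 45.2 TPM in w1118 (log2 change −0.77, SE 0.143, limma adjusted p = 0.0011, n = 3 and 4). In *foxo* mutants its levels were 543.0 ± 8.38 and 441.9 ± 86.4 TPM (−0.32, adjusted p = 0.1, n = 4 and 4). *ATPsyngamma* of ATP synthase went from 463.2 ± 9.77 to 360.7 ± 12.9 TPM (−0.36, adjusted p = 0.00704) and, in the mutant, from 477.2 ± 24.0 to 464.3 ± 22.3 TPM (−0.04, adjusted p = 0.785). In w1118 6 of 14 oxidase subunits fell (6 adjusted over the list alone), 8 of 13 ATP synthase subunits (8), 4 of 34 complex I subunits (3 adjusted over the list alone) and 1 of 10 import genes, with no rise among them. Muscle markers moved the same way in w1118, where 3 of 11 fell (3 adjusted over the list alone; 8 after median-of-ratios scaling) with a median of −0.47, and −0.40 in the mutant. Of these falls 2 were in w1118 alone, or 5 after the scaling. A change in the share of muscle was not tested. Of the mitochondrial ribosomal proteins, 4 of 73 mitochondrial ribosomal proteins rose and 0 fell (0 and 0 adjusted over the list alone; 9 and 1 at an unadjusted p under 0.05). In the mutant 0 oxidase, 3 ATP synthase, 1 complex I, 0 import and 0 mitochondrial ribosomal genes fell (limma; 3, 5, 3, 3 and 0 at an unadjusted p under 0.05). No gene of these lists passed the limma test of the difference between the genotypes, and 3, 1, 2, 0 and 0 had an unadjusted p under 0.05. For *COX8* the difference was −0.45 (adjusted p = 0.337, or 0.0297 after median-of-ratios scaling) and for *ATPsyngamma* −0.32 (adjusted p = 0.223). The oxidase and ATP synthase lists had median differences between the genotypes of −0.26 and −0.13 (camera adjusted p = 1.57e-05 and 3.59e-04, or 0.0146 and 0.0337 with an estimated correlation). Lists matched in length and level had medians in 95% of draws from −0.26 to 0.05 for the oxidase and from −0.17 to 0.12 for ATP synthase, so the ATP synthase list does not stand out from such genes. Complex I gave adjusted p = 3.54e-06, or adjusted p = 0.123 with an estimated correlation, and mitochondrial ribosomal proteins 0.00115, or adjusted p = 0.86 with an estimated correlation. Median-of-ratios scaling raises the falls to 14 for mitochondrial ribosomal proteins and 9 for complex I in w1118. Without w1118 normoxia 2, or without w1118 normoxia 4, only 2 oxidase, 1 ATP synthase and 1 complex I subunits fall.

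**Figure D7:**
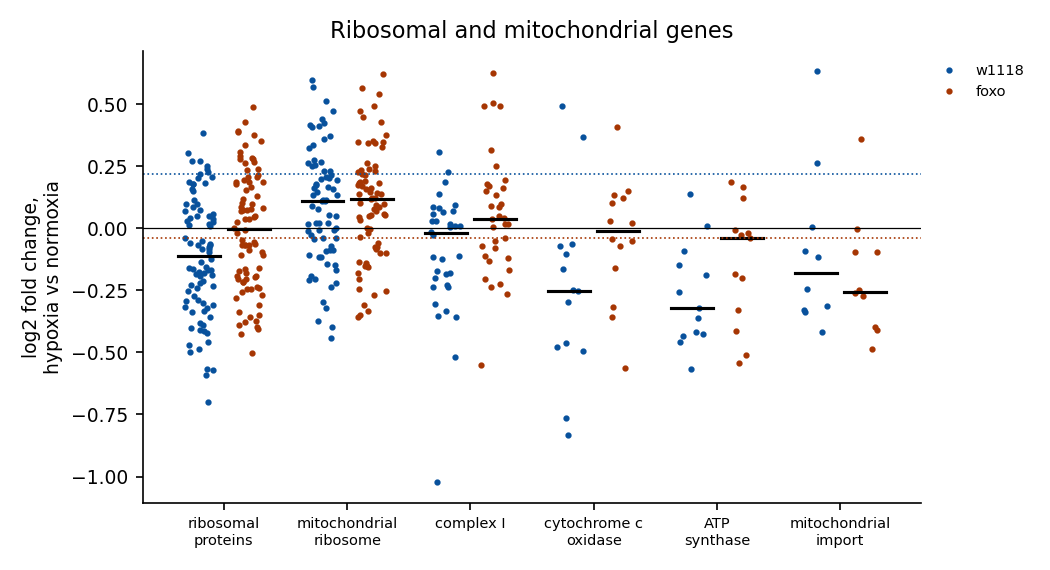
Log2 change in hypoxia, vertical axis, of ribosomal protein, mitochondrial ribosomal, complex I, cytochrome c oxidase, ATP synthase and import genes, horizontal axis, in w1118 (blue) and *foxo* mutants (brown). Points are genes, black lines medians of the list and dotted lines medians of all genes.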

We also found that many mitochondrial genes required FOXO for their downregulation in hypoxia, including known or predicted mitochondrial ribosome proteins, cytochrome *C* oxidase subunits, complex I subunits, ATP synthases subunits, and mitochondrial transporters (Fig. 5c). These results suggest that an important role for FOXO in hypoxia is to suppress both mitochondrial and protein synthetic activities.

**Fig. 5.**
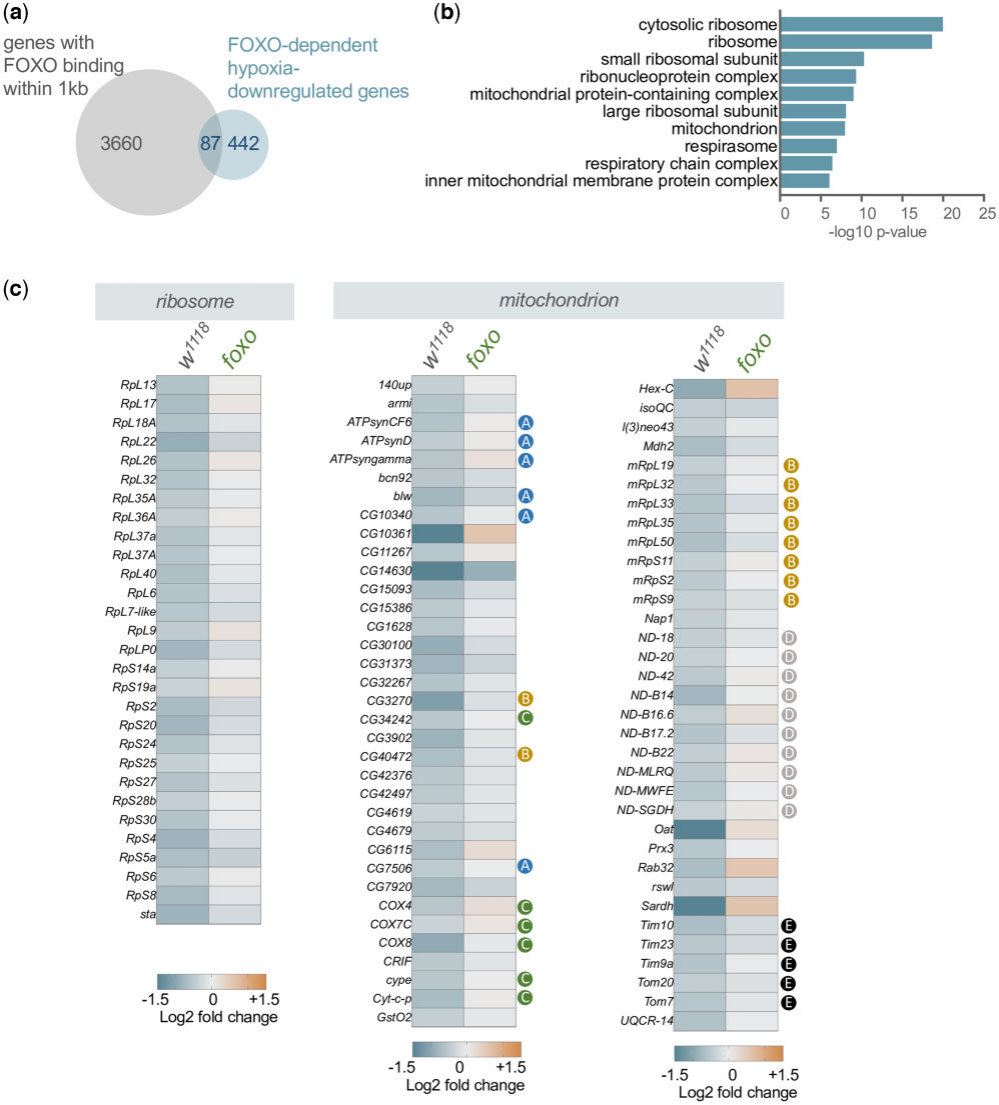
Hypoxia downregulation of ribosomal protein and mitochondrial regulator gene expression requires FOXO. a) Venn diagram showing overlap between genes previously shown to have FOXO binding within 1 kb, as detected by ChIP, and FOXO-dependent downregulated genes identified in the present study. b) GO analysis (cell component category) of FOXO-dependent hypoxia suppressed genes (genes showing a significant decrease in mRNA expression following hypoxia exposure in *w^1118^* but not *foxo* mutants). c) Heatmap depicting the decreases in mRNA expression (Log2-fold change, hypoxia vs normoxia) of ribosomal protein genes and mitochondrial regulator genes in *w^1118^* and *foxo* mutants. Colored circles indicate different classes of mitochondrial genes (blue (A): ATP synthase subunits; orange (B): mitochondrial ribosomal proteins; green (C): cytochrome *C* oxidase subunits; gray (D): complex I subunits; black (E): mitochondrial transporters).

## Discussion

We previously showed that the FOXO transcription factor was required for hypoxia tolerance (Barretto *et al.* 2020). One focus of this current study was to identify which genes might be FOXO-regulated in hypoxia. Our results indicate that hypoxia exposure alters (±1.5-fold or greater) the transcript levels of ∼2,300 genes in our control (*w^1118^*) line, indicating a widespread modification of gene expression. To identify which gene expression changes are FOXO dependent, we chose to identify which genes had significantly altered expression in *w^1118^* but not *foxo* mutants. This analysis showed that ∼40% of hypoxia-regulated genes required FOXO. Furthermore, using data from previous genome-wide FOXO ChIP studies (Alic *et al.* 2011; Birnbaum *et al.* 2019), we saw that approximately half the FOXO-dependent upregulated genes were directly bound by FOXO. These results suggest that FOXO is needed for widespread transcriptional changes upon hypoxia. Since the previous ChIP analyses were carried out in normoxic flies, and we see that FOXO is induced in hypoxia (Barretto *et al.* 2020), it is possible that the number of FOXO-bound genes in hypoxia might be even higher, although Alic *et al.* showed that upon stress induction, FOXO tended to localize to the same genomic sites as in the absence of stress but with higher intensity. A previous report examining genome-wide changes in gene expression upon hypoxia exposure in larvae showed that HIF-1 alpha was required for just under half of the changes in gene expression and that the transcription factor estrogen-related receptor (ERR) was also important for mediating many of the effects of hypoxia on gene expression (Li *et al.* 2013). This study and our findings suggest that HIF-1 alpha, ERR, and FOXO may mediate many of the widespread changes in gene expression when flies are in low oxygen conditions. For example, we previously showed that FOXO was required for hypoxia tolerance in larvae (Barretto *et al.* 2020), suggesting that it may cooperate or work in parallel with HIF-1 alpha and/or ERR to regulate hypoxia-mediated changes in gene expression at this developmental stage. Interestingly, we also saw that ERR mRNA levels were significantly increased upon hypoxia in adults (1.48-fold), although this was below our cutoff of 1.5-fold. Nevertheless, this suggests that ERR may also be important for hypoxia-mediated gene expression changes in the adult.

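*ERR* (3L, 8183361 to 8186671 of dm6), a nuclear receptor that drives glycolytic genes, went from 19.8 ± 0.616 to 36.7 ± 2.90 TPM in w1118 (log2 change 0.86, SE 0.144, limma adjusted p = 4.39e-04, n = 3 and 4), a 1.81-fold rise on the scale of the test. In *foxo* mutants it went from 22.9 ± 1.83 to 33.8 ± 5.13 TPM (0.53, SE 0.133, adjusted p = 0.00821, n = 4 and 4), and the difference between the genotypes was not called (0.32, adjusted p = 0.537). Median-of-ratios scaling gives 0.62 in w1118 (adjusted p = 8.29e-04).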

Hypoxia-upregulated genes were enriched for kinases, regulators of small GTPases, and regulators of gene expression such as transcription factors and chromatin modifiers. This suggests that a major response to hypoxia is widespread alterations in cell–cell signaling pathways and their downstream transcriptional effectors. We found that upregulation of many of these signaling genes was dependent on FOXO and likely direct, since many of these bound FOXO. Interestingly, regulators of the Hippo pathway were among the FOXO-dependent upregulated genes. The Hippo pathway has been best studied in the context of cell growth and proliferation especially in epithelial, neural, and stem cells (Ma *et al.* 2019; Wu and Guan 2021). In these cells, the pathway often functions to couple cell-to-cell adhesion and cell polarity cues to the regulation of the downstream transcription factor Yorkie. Among the hypoxia-upregulated genes were several cell polarity/cell adhesion factors (*Ed*, *dlg1*, *sdt*, and *baz*) and signaling molecules (*hpo*, *mats*, *pez*, and *mts*) that function to negatively regulate Yorkie, suggesting that this may be an important regulator of hypoxia-mediated transcriptional responses. This regulation of Yorkie-mediated transcription may be important for regulation of stem or germ cell division upon hypoxia in adult flies. 

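Of the polarity and adhesion genes, *baz* went from 8.70 ± 0.891 to 18.9 ± 4.77 TPM in w1118 (log2 change 1.00, SE 0.272, limma adjusted p = 0.0139, n = 3 and 4) and *sdt* from 9.65 ± 0.367 to 17.4 ± 5.33 TPM (0.74, SE 0.229, adjusted p = 0.0278). *ed* stood at 15.5 ± 1.34 and 26.0 ± 11.3 TPM (0.59, SE 0.360, adjusted p = 0.24) and *dlg1* at 16.5 ± 1.67 and 19.1 ± 7.83 TPM (0.10, SE 0.304, adjusted p = 0.827). Of the signaling genes, *hpo* stood at 21.3 ± 2.64 and 33.1 ± 5.81 TPM (0.60, SE 0.247, adjusted p = 0.0851), *Pez* at 10.9 ± 1.58 and 19.7 ± 6.06 TPM (0.75, SE 0.291, adjusted p = 0.0699). Levels of *mats* were 53.9 ± 2.39 and 62.8 ± 9.93 TPM (0.20, SE 0.208, adjusted p = 0.491) and of *mts* 242.1 ± 7.66 and 263.9 ± 50.9 TPM (0.10, SE 0.237, adjusted p = 0.775). Minor transcripts of some of these genes rose in w1118: that of *mts* from 0.00299 to 32.9 TPM (5.01, SE 0.797, adjusted p = 3.58e-04) and that of *hpo* from 0.835 to 8.46 TPM (2.60, adjusted p = 0.00779). So did those of *mats* from 0.00201 to 10.4 TPM (3.44, adjusted p = 0.0026) and of *ed* from 1.83 to 16.4 TPM (2.76, adjusted p = 0.00119). Over the same time the main *mts* transcript went from 235 to 224 TPM (−0.09, adjusted p = 0.824). In *foxo* mutants no gene of the 8 rose, with *baz* at 0.09 and *sdt* at −0.16. None passed the test of the difference between the genotypes (adjusted p = 0.287 for *baz* and 0.188 for *sdt*), but the minor *mts* transcript did (adjusted p = 0.00457). So did 1 of 5 *sdt* transcripts, which went from 2.71 to 7.18 TPM in w1118 and from 6.17 to 4.66 TPM in the mutant (adjusted p = 0.0275). The minor *mts* transcript stood at 7.51 TPM in normoxia and 1.44 TPM in hypoxia in the mutant. Transcripts of one gene share reads, so their separate levels are uncertain. The 9 Hippo regulators that the paper names were chosen by the study and are not independent evidence. Of these 2 rose (5 adjusted over the list alone). Median-of-ratios scaling takes *hpo* (0.37, adjusted p = 0.0395) and *Pez* (0.52, adjusted p = 0.0252) past the adjusted p at under 1.5-fold and turns *dlg1*, *mats* and *mts* to −0.13, −0.04 and −0.14. With the replicate number as a block *Pez* is called (0.87, adjusted p = 0.0233). The length slope as a covariate, chosen after the data had been seen, turns *ed*, *dlg1*, *mats* and *mts* to −0.085, −0.466, −0.143 and −0.331. The call of *sdt* is lost without w1118 hypoxia 4 (adjusted p = 0.0848) and that of *baz* without w1118 normoxia 2 (adjusted p = 0.0636).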

Yorkie can also regulate the processes of tracheal formation and immune signaling, which are both important in hypoxia. Recent studies have also shown that the mammalian homolog of Yorkie, Yap1, controls hypoxia-mediated angiogenesis in bone, suggesting that regulation of Hippo/Yorkie signaling may be a conserved hypoxia response (Sivaraj *et al.* 2020).

One kinase that showed FOXO-dependent increase in hypoxia was Hipk. We saw that this increase occurred across multiple tissues and was required for flies to survive hypoxia. These results point to Hipk as a regulator of hypoxia tolerance. As well as regulating Hippo/Yorkie signaling, Hipk can modulate other signaling pathways such as JNK, JAK/STAT, Wingless signaling (Lee, Swarup, *et al.* 2009; Huang *et al.* 2011; Chen and Verheyen 2012; Poon *et al.* 2012; Verheyen *et al.* 2012; Blaquiere *et al.* 2014; Tettweiler *et al.* 2019; Kinsey *et al.* 2021; Steinmetz *et al.* 2021), as well as Notch signaling (Lee, Andrews, *et al.* 2009), a pathway that we saw enriched in the KEGG analysis of hypoxia-upregulated genes. Thus, Hipk’s role in hypoxia tolerance may rely on regulation of any one of these pathways. Hipk has also been shown to induce glycolysis in larval epithelial tissues where it promotes tumor-like overgrowth (Wong *et al.* 2019). Hence, the hypoxia-mediated induction of Hipk may also be needed to induce glycolysis, a widely described metabolic response to low oxygen. Interestingly, a recent report showed that the *C. elegans* homolog of Hipk, hpk1, was needed for survival in low oxygen (Doering *et al.* 2022), suggesting a common role for Hipk in organismal hypoxia tolerance in both worms and flies.

Among the genes showing reduced expression in hypoxia, we saw strong enrichments for genes involved in egg production and translation. Furthermore, we saw that acute hypoxia exposure induced a transient (∼6 day) suppression of female fecundity and reduced translation and tRNA synthesis in both larvae and adults. Reproduction is an energetically costly process and therefore may be suppressed to ensure appropriate allocation of energetic resources to promote survival during periods of stress and stress recovery. The reduced overall fecundity we saw in hypoxia-exposed females may have occurred due to reallocation of energetic resources away from new egg production and egg-laying, or reduced provision of maternal sugar and lipid stores into new eggs leading to impaired development and decreased viability of progeny at either the embryonic or larval stages. These types of tradeoffs between fecundity and stress responses have been seen in *Drosophila* in response to other environmental challenges. For example, upon infection with bacteria, fungi or viruses, flies have been shown to reduce their reproductive output and capacity (Schwenke *et al.* 2016). Moreover, germline-deficient females that cannot produce eggs have enhanced immunity compared with fertile flies (Short *et al.* 2012). Similarly, nutrient starvation leads to reduced germline stem cell division and reduced egg production in females (Drummond-Barbosa and Spradling 2001; LaFever *et al.* 2010; Ables *et al.* 2012).

Protein synthesis is also an energetically costly process that has been estimated to account for at least one-third of a cell’s ATP use (Buttgereit and Brand 1995). Hence, it is not surprising that suppression of protein synthesis is a conserved response to hypoxia that is seen in many animals and that can promote hypoxia tolerance (Hofmann and Hand 1994; Hochachka *et al.* 1996; Liu, Cash, *et al.* 2006; van den Beucken *et al.* 2006; Anderson *et al.* 2009; Scott *et al.* 2013). Our transcriptomic analyses suggest that one way that hypoxia suppresses protein synthesis is by reducing the expression of ribosome protein genes via FOXO. We also saw that FOXO was required for hypoxia-mediated suppression of many mitochondrial genes, including mitochondrial ribosomal proteins, mitochondrial transporters, and regulators of oxidative phosphorylation, such as subunits of ATP synthase, cytochrome *C* oxidase, and complex I. These results suggest that FOXO may also contribute to hypoxia tolerance by limiting energetically costly metabolic processes. FOXO suppression of ribosome protein and mitochondrial genes has also been seen in muscle following nutrient starvation in *Drosophila* larvae (Teleman *et al.* 2008). Furthermore, a recent study showed that the FOXO homolog in *C. elegans*, daf-16, promotes a hypoxia tolerant phenotype by suppressing ribosomal protein gene expression and partially suppressing genes involved in oxidative phosphorylation (Hemphill *et al.* 2022). Hence, reducing both ribosome gene expression and mitochondrial oxidative phosphorylation may be common FOXO-mediated stress responses.

In conclusion, our transcriptome analysis supports a model in which FOXO promotes hypoxia tolerance through controlling the upregulation of cell signaling pathways while suppressing the energetically costly processes of protein synthesis and mitochondrial activity. Given the conserved roles for FOXO in mediating hypoxia tolerance in different animals (Scott *et al.* 2002; Mendenhall *et al.* 2006; Menuz *et al.* 2009; Liu *et al.* 2016; Barretto *et al.* 2020; Hemphill *et al.* 2022) and the alterations in FOXO transcription factor activity in diseases associated with hypoxia, such as cancer, stroke, and ischemia (Maiese *et al.* 2008; Fukunaga and Shioda 2009; Maiese *et al.* 2009; Liu *et al.* 2022), our findings highlight processes that may contribute to low oxygen adaptations in both normal and disease states.

## Supplementary Material

jkac263_Supplemental_Figures

jkac263_Supplementary_Table

jkac263_Supplementary_Material_Legends

## Data Availability

The RNA-sequence data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number: GSE206206 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206206). Summary data from the RNA-seq analyses are presented in Supplementary Table 1. Supplemental material is available at G3 online.

# Supplementary material for: Transcriptome analysis of FOXO-dependent hypoxia gene expression identifies Hipk as a regulator of low oxygen tolerance in Drosophila
**Source:** G3 (Bethesda). 2022 Oct 6;12(12):jkac263. doi: 10.1093/g3journal/jkac263
**Supplement:** jkac263_Supplemental_Figures

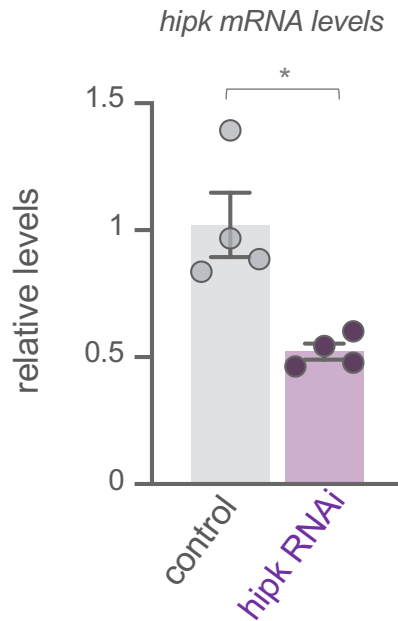

Supplemental Figure 1. Extent of RNAi-mediated knockdown of *hipk*. qPCR analysis of *hipk* mRNA levels from control (*daGSG > hipk RNAi*, no RU486) vs *hipk* RNAi (*daGSG > Hipk RNAi*, RU486-treated) adult flies. Bars represent mean $\pm$ SEM. Symbols represent individual data points, $n=4$ per condition. * $p<0.05$, Students t-test.

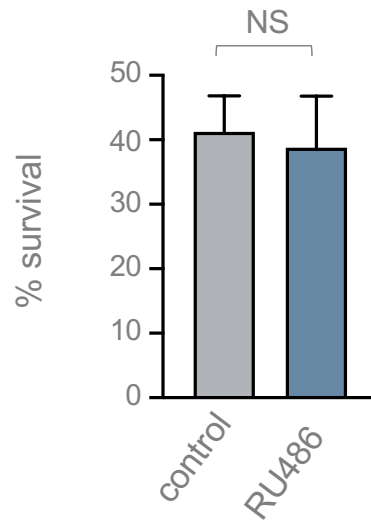

Supplemental Figure 2. RU486 treatment does not alter hypoxia survival. Control (*w¹¹¹⁸*) flies were fed food containing either control vehicle (ethanol) or RU486 (200mM) for 7 days and then survival following 20 hour hypoxia exposure was measured. Bars represent mean $\pm$ SEM. n=7 groups of 20-25 flies per condition. NS = not significant, Students t-test.

# Supplementary material for: Transcriptome analysis of FOXO-dependent hypoxia gene expression identifies Hipk as a regulator of low oxygen tolerance in Drosophila
**Source:** G3 (Bethesda). 2022 Oct 6;12(12):jkac263. doi: 10.1093/g3journal/jkac263
**Supplement:** jkac263_Supplementary_Material_Legends

**Supplemental Figure 1. Extent of RNAi-mediated knockdown of *hipk.*** qPCR analysis of *hipk* mRNA levels from control (*daGSG > hipk RNAi*, no RU486) vs *hipk* RNAi (*daGSG > Hipk* *RNAi*, RU486-treated) adult flies. Bars represent mean +/- SEM. Symbols represent individual data points, n=4 per condition. * p<0.05, Students t-test.

**Supplemental Figure 2. RU486 treatment does not alter hypoxia survival*.*** Control (*w^1118^*) flies were fed food containing either control vehicle (ethanol) or RU486 (200μM) for 7 days and then survival following 20 hour hypoxia exposure was measured. Bars represent mean +/- SEM. n=7 groups of 20-25 flies per condition. NS = not significant, Students t-test.

**Supplemental Table 1**

Processed RNA-seq data, including lists of up- and down-regulated genes.

How the deposited data were processed for this re-analysis (not part of the article)

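RNA was measured in 15 libraries of whole mated *Drosophila* females, 5 flies each. They comprise w1118 in normoxia (3 libraries, numbered 2 to 4) and w1118 after 16 h at 1% oxygen (4), and *foxo* mutants in normoxia (4) and hypoxia (4). The paper calls the replicates independent. The authors made poly-A libraries with a directional kit, sequenced them on a NextSeq 500, assigned reads to RefSeq transcripts of the dm6 annotation with kallisto, and tested hypoxia against normoxia with sleuth. The versions of kallisto and sleuth are not given in the sources used here.

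The deposited abundance table gives TPM per transcript for every library, in 34111 transcripts, of which 138 have no value in any library. The library totals lie between 998679.4 and 999016. TPM are scaled to one total and keep no read number, so the depth of each library is unknown and no precision from counting can be given. The precision is that between replicates. The authors also deposited a table of hypoxia-regulated genes for each genotype. It lists only genes at the authors' q-value under 0.05, with a p-value per gene aggregated over its transcripts and the q-value adjusted by the Benjamini-Hochberg method. The deposited effect size is a sleuth coefficient on the natural log scale, beside which the authors give its exponential as a ratio (fold, hypoxia over normoxia) and the same value as log2. A further deposited column, a score, is the authors' sum of mean transformed counts over the transcripts of a gene, on the natural log scale. It was not used here. These scales were checked against each other in the tables.

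Of the transcripts 33899 (99.4%) matched a gene of the Ensembl release 115 table, which also gave the transcript lengths. Values were summed per gene, giving 17031 genes, of which 3730 have another current symbol and 5 carried names written as dates that were restored. Genes with a mean of 1 TPM or more in at least one group were kept (10288), and 10264 of them have a length. The comparisons, the gene lists, the rule for named genes and all alternatives but 2 were fixed before the data were examined. The comparisons were laid out for estimated counts or for TPM, and the form for TPM was used. The log2 of TPM plus a pseudocount of 1 was fitted with limma 3.58.1 in R 4.3.3, with a trend in the variance and one model of 4 groups. Contrasts were hypoxia against normoxia in each genotype, the difference between these (the interaction), and *foxo* against w1118 in normoxia and in hypoxia. Adjusted p-values are by the Benjamini-Hochberg method over all genes kept. A gene is called at an adjusted p under 0.05 and over 1.5-fold, which are the cutoffs of the paper. A gene called up in w1118 counts as dependent when it has no adjusted p under 0.05 in the same direction in the mutant, and a falling gene likewise at 1.3-fold.

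Fixed gene lists (metabolic, immune, stress, egg, digestive, ribosomal, mitochondrial and signaling genes, and markers of cell types) were used. Their members were counted at an adjusted p under 0.05, over all genes and over the list alone. The lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, with fry, and with Fisher's exact test among called genes. For some lists, 10000 lists of genes matched in length and level were drawn from 30 neighbours per member. Lists in Supplementary Table 1 were chosen by the study from these libraries. The sheets of that table with the genes regulated in each genotype are held here only in part, and the full tables of the authors were used in their place.

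Named genes follow a fixed rule. It takes every gene that the paper's text names for the RNA-seq, whose values in the paper's tables had been seen. For each contrast it adds up to 5 genes per direction with the largest fold, among genes past the threshold with a mean of at least 10 TPM and no overlap between the groups. For each list and contrast it adds up to 4 members, the 2 with the smallest p and the 2 with the highest level. This gave 226 genes. Values of some single genes of the GTPase regulator list are not reported here.

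Pairing of libraries by replicate number was not stated, and was checked from the values. Correlations of the residuals between normoxia and hypoxia libraries of one number were 0.142, 0.374 and 0.177 in w1118, each the highest for its number, and 0.2, −0.071, 0.139 and 0.331 in the mutant. Between genotypes they ranged from −0.216 to 0.347. Only the w1118 numbers were therefore taken as pairs. A fit with the number as a block, common to both genotypes, is reported beside the fit without it where it changes a call.

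Alternatives tried were no filter and a mean of 5 TPM, pseudocounts of 0.1 and 5, median-of-ratios size factors and a trimmed mean computed on the TPM, a total without ribosomal protein and eggshell genes, only the libraries compared, the replicate block, transcripts tested with p-values aggregated per gene, other cutoffs, the authors' p-values over the genes kept, and each library left out in turn. Added after the data had been seen were a fit without w1118 hypoxia 1 and *foxo* hypoxia 2 and a fit with the slope of level on transcript length as a covariate. Other splits of the libraries were counted in full, or in 100 draws with seed 1, once with the w1118 pairs kept together. The tests were tested on simulated data made from the libraries. Single values were handled in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9. Images, knockdown and survival data of the paper and the published binding and microarray data were not analysed here.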

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

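The tests of explanations and the counts of other splits given in this part were all chosen after the results they bear on had been seen.

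Genes that respond to low oxygen in one genotype and not alike in the other are the main result that calls for a closer look. The test of the difference between the genotypes called 159 genes with a larger rise in w1118 and 110 with a larger rise in *foxo* mutants. Here and below, a larger rise means a higher log2 change, so a smaller fall counts as one. Of the 159 genes 99 are called up in w1118. Among named genes the log2 change in w1118 was higher for *CG10621* (by 4.13), *Mal-A6* (3.68), *Mal-A8* (3.67), *Ddc* (3.44), *Mal-B1* (3.43), *CG11796* (3.27), *Mal-A1* (3.24), *CG10924* (2.70), *Dro* (1.96), *Thor* (1.59), *Ilp6* (1.51) and *bun* (1.43). It was lower, by a smaller rise or a larger fall, for *Jon66Ci* (−3.62), *Mtk* (−2.88), *PGRP-SD* (−2.72), *Hsp23* (−2.58), *epsilonTry* (−2.45), *Yp2* (−2.02), *Jon25Bi* (−1.53), *Jon99Fi* (−1.34), *Hex-C* (−1.26), *alphaTry* (−1.16), *Yp3* (−1.15) and *Hsp68* (−1.12). *Jon66Ci* already stood at 1.56 to 2.02 TPM in *foxo* normoxia, against 119.5 to 185.6 TPM in w1118 normoxia. It thus had little room to fall in the mutant, and its difference may only restate that between the lines. The chaperone copy *Hsp70Ba* differed as well. It reached 21.5 TPM in w1118 hypoxia and is listed at 0 in *foxo* normoxia, but its near-identical copies share reads. Many of these calls lie near the threshold. Of 27 alternatives, 21 lose the call of *Ilp6* (adjusted p = 0.0487), 19 that of *Hex-C* (0.0439), 18 *Thor* (0.0443), 16 *Dro* (0.0402), 16 *bun* (0.0488), 15 *Yp3* (0.0436), 12 *Hsp68* (0.0402), 11 *alphaTry* (0.0231), 7 *Jon99Fi* and 6 *Mal-A1*. *Mal-A6* and *PGRP-SD* lose it under 3, *Jon25Bi* under 2, and *Mal-A8*, *Yp2* and *Jon66Ci* under 1. The other 9 genes named keep it under all 27.

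In draws that permuted the genotype within each oxygen level, 3 of 100 called as many genes with a difference as the 269 found, the real labels included, and in draws that keep the w1118 pairs together 2 of 100 did. Both kinds of draw lie under 5 of 100. Permuting the genotype also breaks the difference between the lines at each oxygen level, so the draws do not test the interaction alone. Whether chance is excluded is therefore left open. The highest of the other draws called 3856, or 1573 with the pairs kept, several times the real number. Such a draw can turn the difference between the lines into an interaction, so the source of these counts stays open.

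Levels that the paper does not report are those of the mutant against w1118 at one oxygen level. In normoxia 529 genes were higher in the mutant and 292 lower. These include *CG30025* (log2 difference 5.89), *Lsd-1* (2.41), *salt* (2.30), *Jon25Bi* (1.91), *Amy-p* (1.33), *alphaTry* (1.11) and *vri* (0.94) above w1118. Below it were *Jon66Ci* (−5.75), *foxo* itself (−4.18) and *PGRP-SD* (−2.10). *CG44142* stood at 232.7 TPM in w1118 normoxia and is listed at 0 in the mutant. In hypoxia 711 genes were higher and 755 lower, with *LysD* at 5.93 and *foxo* at −4.83. For normoxia 1 of the 35 splits of the libraries, the real one, called as many genes as the 821 found, and the highest of the others called 8, so chance can be excluded. For hypoxia 2 of 35 did, so chance cannot be excluded for the 1466 genes called. The only other split as high set w1118 hypoxia 1 with *foxo* hypoxia 1 to 3 against the rest and called 3574. It differs from the real split by the exchange of w1118 hypoxia 1 and *foxo* hypoxia 4. Without *foxo* hypoxia 4 the genes lower in the mutant number 2103, and without w1118 hypoxia 1 they number 990, against 755.

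Single libraries stood far from the other 3 of their group for 13 values of 318 groups of 4 examined, by Dixon's test. Chance alone gives about 1 in 20, and the groups of 3 were not tested. In w1118 hypoxia 1, *mats* (48.0 TPM), *Pfk* (62.0) and *raptor* (17.3) were low and *Vm32E* (13.1) high. In *foxo* normoxia the 10 most abundant genes took 12.2% in library 1, *ImpL3* and *ERR* were high in library 2 (42.1 and 25.6 TPM), and *raptor* and *ATPsynbeta* in library 3 (25.2 and 1050 TPM). *Foxo* hypoxia 3 had a high share of eggshell genes (1.41%) and high *CecA2* (16.5 TPM), *Dro* (114 TPM) and *Vm32E* (16.8 TPM).

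A pattern weighed here is that 712 genes rise in w1118 with no rise in the mutant at an adjusted p under 0.05, and 182 the other way round, a ratio of 3.91. Without w1118 hypoxia 1 and *foxo* hypoxia 2 the ratio is 8.12, so these 2 libraries together are not its source. Leaving out single libraries moves the 712 both ways, from 332 without w1118 normoxia 2 to 1447 without w1118 hypoxia 1. The ratio was not computed for other omissions, so an effect of other single libraries stays open. A shift of long transcripts as a class stays open as a candidate explanation, since the length slope of each library as a covariate gives 0.827. Scaling to one total cannot be told apart from a larger rise in w1118: median-of-ratios scaling gives 0.607, but it lowers all genes in w1118 hypoxia and so pushes the ratio down by itself. The background of the *foxo* line cannot be told apart from the loss of FOXO, with 821 genes already called between the lines in normoxia and no second line. FOXO itself stays open as the biological explanation. For the 712 the 2 kinds of draw disagree. Of draws of permuted genotypes 7 of 100 gave as many (the highest 2375), and of those that keep the w1118 pairs 4 of 100 (the highest 1379). The second kind respects the pairs and lies narrowly under 5 of 100, so whether chance is excluded depends on the draws and is left open. For the 248 genes called down in w1118 alone chance cannot be excluded by either (31 of 100, the highest 1358, and 22 of 100, the highest 923).

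A further pattern is that ribosomal protein and respiratory genes fall more in w1118 hypoxia than in the mutant. Short and abundant transcripts may shift as a class. Ribosomal proteins cannot decide this. Their median difference lay at percentile 37 of lists matched in length and level, but the matched genes had a median log2 level of 10.59 against 11.87. For ATP synthase the percentile was 6.76, so a shift of the class stays open there. For cytochrome c oxidase the percentile was 2.19, which argues against such a shift as the whole cause there. Scaling to one total cannot be told apart from a fall of these genes: the ribosomal protein falls in w1118 number 21 with median-of-ratios scaling against 18, but that scaling lowers all genes in w1118 hypoxia, so the outcome was fixed by it. An effect of FOXO and the background of the line stay open for all 3 lists, and a smaller share of muscle was not tested.

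For the counts within each genotype, other splits of the libraries were made. In w1118 1 of 35 splits, the real one, called as many genes as the 2223 found, and the highest of the others called 1810. That split sets w1118 hypoxia 2 to 4 against the rest and so differs from the real one by a single library. The libraries of w1118 are paired by number, and 8 splits, the real one included, part all 3 pairs, which is too few for a share under 0.05. The highest of the other 7 is the one at 1810, and the highest split that parts fewer pairs called 1036. In the mutant 1 of 35 called as many as the 1944 found, and the highest of the others called 8, so chance can be excluded there.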

How the results depend on the processing

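The fit without w1118 hypoxia 1 and *foxo* hypoxia 2 and the fit with the length slope as a covariate were chosen after the data had been seen. For the changes below the cause was not tested, except that a stricter threshold by construction calls fewer genes.

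Over the alternatives that keep all libraries or drop 2, the named genes kept side and direction in 2640 of 2874 values, with 133 weaker, 91 stronger and 10 reversed. Of 234 counts of genes 188 stayed within 1.5 times, and of 2960 counts of list members 2405. When single libraries were left out, 1534 of 1774 gene values, 145 of 164 counts and 1859 of 2220 list counts did so, with 206 gene values weaker, 25 stronger and 9 reversed. Of 99 tests of lists 61 stayed, 32 weakened, 4 strengthened and 2 reversed. The falls of eggshell genes (13 to 16) and midgut proteases (26 to 29) in w1118 held whichever library was left out. So did the counts for w1118 falls (722 to 978), *foxo* rises and falls (592 to 957 and 1044 to 1434), normoxic genes lower in the mutant (207 to 269) and hypoxic genes higher (573 to 803).

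Median-of-ratios scaling moved the rises in w1118 from 1324 to 734, the genes called up in w1118 alone from 712 to 212 and those called down alone from 248 to 551, and genes lower in the mutant in hypoxia from 755 to 448. Falls in w1118 became 14 for mitochondrial ribosomal proteins (0 before) and 9 for complex I (4 before), and rises of GTPase regulators 19 (8 before). The log2 changes of *dlg1*, *mats* and *mts* turned to −0.13, −0.039 and −0.14. Camera then passed mitochondrial ribosomal proteins (0.0103) and Hippo genes (0.0386) in w1118, and the direction of Hippo genes in the mutant reversed (0.988).

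Trimmed mean scaling gave 704 rises in w1118, 198 called up and 591 called down in w1118 alone, 437 lower in the mutant in hypoxia and 104 genes with a larger rise in w1118 (159 before). It gave 14 and 9 falls of mitochondrial ribosomal and complex I genes, and 36 kinase (21 before) and 19 GTPase regulator rises. *dlg1*, *mats* and *mts* turned to −0.15, −0.052 and −0.16. With ribosomal protein and eggshell genes left out of the total the same lists gave 3 and 7 falls and 14 GTPase regulator rises.

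With no filter, ribosomal proteins falling in w1118 numbered 10 (18 before) and GTPase regulators rising 5. At a mean of 5 TPM 87 genes had a larger rise in w1118. A pseudocount of 5 gave 780 falls in the mutant (1218 before) and, between the lines in hypoxia, 459 higher (711 before) and 449 lower.

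With only the libraries of the 2 groups compared, 836 genes were higher in the mutant in normoxia (529 before) and 481 lower in hypoxia. Falls in w1118 then numbered 8 for ribosomal proteins and 5 for ATP synthase (8 before).

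Replicate number as a block, common to both genotypes, pairs the w1118 libraries, while those of the mutant share only a number. It raised the genes called up in w1118 alone to 1091 and the rises of kinases to 43, GTPase regulators to 20 and transcription regulators to 51 (32 before), and lowered the ribosomal protein falls to 10. With the block, *InR*, *Rel*, *Hipk* and *Pez* came under an adjusted p of 0.05 in w1118 (0.0337, 0.0392, 0.0221 and 0.0233), and *RpS4* and *ATPsynbeta* rose over it (0.0558 and 0.0556). Over all alternatives the adjusted p of the former 4 ranged from 1.34e-04 to 0.497, 0.00336 to 0.33, 0.00222 to 0.206 and 0.00545 to 0.229. The block also brought *Mal-A6* (0.00656), *Mal-A1* (0.0141), *COX6B* (0.048) and *COX7A* (0.0317) under it in the mutant, and *Yp3* lost its difference between the genotypes (0.0726). Single list counts of up to 9 moved too, and the block took no other named gene across that threshold.

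Transcripts tested with p-values aggregated per gene gave 1198 up and 376 down in w1118 alone and 246 genes with a larger rise in w1118. Rises numbered 14 for Hippo genes (6 before), 50 for kinases, 28 for GTPase regulators and 62 for transcription regulators.

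At an adjusted p under 0.01, w1118 had 737 rises, the lines in normoxia 280 higher and 182 lower (292 before), the interaction 66 and 39 (110 before), and 385 genes were called up in w1118 alone. Falls then numbered 2 for ribosomal proteins, 1 for complex I, 2 for cytochrome c oxidase (6 before) and 1 for ATP synthase, and rises 1 for Hippo genes, 7 for kinases, 1 for GTPase regulators and 11 for transcription regulators.

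The authors' p-values gave 404 genes up in w1118 alone. Falls numbered 40 for ribosomal proteins, 9 for mitochondrial ribosomal proteins and 12 for complex I, and rises 20 for Hippo genes, 63 for kinases, 29 for GTPase regulators and 77 for transcription regulators. With the interaction in place of the call in the mutant, 99 genes depended on the genotype upward and 67 downward.

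Without w1118 hypoxia 1 and *foxo* hypoxia 2 the rises in w1118 became 2487 and those in w1118 alone 1502. Rises numbered 19 for Hippo genes, 77 for kinases, 36 for GTPase regulators and 81 for transcription regulators.

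The length slope as a covariate gave 1408 falls in w1118 (899 before), 561 genes lower in the mutant in normoxia, 176 with a larger rise in the mutant, and 254 up and 582 down in w1118 alone. It gave 12 mitochondrial ribosomal and 9 complex I falls and 20 transcription regulator rises, and turned *ed*, *dlg1*, *mats* and *mts* to −0.085, −0.47, −0.14 and −0.33.

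Camera with an estimated correlation took w1118 tests past the threshold to 0.322 for ribosomal proteins and for complex I, 0.0694 for eggshell genes and 0.739 for kinases, GTPase regulators and transcription regulators. With fry these became 0.0834 for ribosomal proteins, 0.127 for complex I, 0.129 for kinases, 0.127 for GTPase regulators and 0.106 for transcription regulators, and the mitochondrial ribosomal proteins reversed (0.472).

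Leaving out single libraries gave these ranges, in which a lone omission moved the count by over 1.5 times. Rises in w1118 ranged from 822 (without w1118 normoxia 2) to 2061 (without w1118 hypoxia 1), with 859 without w1118 normoxia 4. Genes up in w1118 alone ranged from 332 to 1447 without the same 2 libraries, with 383 without w1118 normoxia 4, 432 without w1118 hypoxia 4 and 1089 without *foxo* hypoxia 4. Those down in w1118 alone ranged from 143 (without w1118 normoxia 4) to 327 (without *foxo* hypoxia 2), with 163 without w1118 normoxia 2. Genes with a larger rise in w1118 ranged from 94 (without w1118 normoxia 4) to 235 (without w1118 hypoxia 1), with 97 without w1118 normoxia 3 and 101 without *foxo* normoxia 1. Those with a larger rise in the mutant ranged from 57 (without w1118 normoxia 4) to 152 (without *foxo* hypoxia 4), with 70 without *foxo* normoxia 4 and 72 without *foxo* hypoxia 1. Between the lines, genes higher in normoxia ranged from 298 (without w1118 normoxia 3) to 500, with 347 without w1118 normoxia 2, and genes lower in hypoxia from 590 to 2103 (without *foxo* hypoxia 4).

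Among lists in w1118, ribosomal protein falls ranged from 1 (without w1118 normoxia 2) to 22, with 3 to 11 without w1118 normoxia 3 or 4 or w1118 hypoxia 1, 3 or 4. Falls of complex I ranged from 1 to 4 and of cytochrome c oxidase from 2 to 7, both lowest without w1118 normoxia 2 or 4, and complex I 2 without w1118 hypoxia 4. Falls of ATP synthase ranged from 1 to 6, with 1 without w1118 normoxia 2 or 4, 4 without w1118 normoxia 3 or w1118 hypoxia 1 and 5 without w1118 hypoxia 3. Rises of Hippo genes ranged from 1 to 14, of kinases from 7 to 61, of GTPase regulators from 0 to 28 and of transcription regulators from 12 to 68, each lowest without w1118 normoxia 2 and highest without w1118 hypoxia 1. Every other w1118 library moved the Hippo, GTPase and transcription counts by over 1.5 times too (2 to 3, 3 to 5 and 15 to 21), and w1118 normoxia 4 and w1118 hypoxia 4 the kinase count (9 and 10). Signs of small changes turned as well: *dlg1* in w1118 from −0.064 (without w1118 hypoxia 2, and −0.062 without w1118 hypoxia 4) to 0.38, and in the mutant *InR* from −0.13 to 0.15, *Rel* from −0.041 to 0.14, *Hipk* from −0.084 to 0.23 and *baz* from −0.13 to 0.33, each lowest without *foxo* hypoxia 4, and *CG10924* from −0.022 (without *foxo* hypoxia 3) to 0.22. Without *foxo* normoxia 1 *InR* and *Rel* lie at −0.03 and −0.032.

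What depth limits is unknown, since TPM give no read number. Genes under about 1 TPM were not tested, and at these group sizes the interaction test passed 4% of genes changed 1.5-fold and 22% of those changed 2-fold on simulated data, so a missed call does not show an equal response.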

Differences from the paper's values

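Counts are set beside the paper's at its thresholds, an adjusted p under 0.05 with 1.5-fold for rises and falls and 1.3-fold for dependent falls, with limma on gene sums here. Folds are those of the paper's supplement, as log2, and of the gene sums here. A log2 change counts as within the paper's when the 2 values differ by no more than the larger SD of the gene between w1118 replicates, which is 0.771 for *InR*, 0.265 for *ImpL3* and 0.468 for *AttA*. A count, percent or fold does when neither value is over 1.5 times the other. The supplement sheets of genes regulated in each genotype are held here only in part, and the authors' deposited table of 3546 genes was read instead. Of the alternatives, only the fit without w1118 hypoxia 1 and *foxo* hypoxia 2 and the fit with the length covariate were not set before the data were examined.

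Genes lowered in w1118 but not in the mutant number 529 in the paper and 248 here. The values with median-of-ratios scaling, trimmed mean scaling and transcripts aggregated per gene fall within the paper's, and the other 26 of 29 alternatives set before the data were examined do not. As a share of lowered genes the paper gives 39% and the value here is 25.0%. Within the paper's are 19 of the 29: no filter, pseudocount 0.1, median-of-ratios and trimmed mean scaling, ribosomal protein and eggshell genes left out of the total, only the libraries compared, transcripts aggregated, an adjusted p under 0.05 alone or under 0.01, the authors' p-values, and the fits without w1118 hypoxia 2 or without any one of the 8 *foxo* libraries. Outside it are a mean of 5 TPM, pseudocount 5, the replicate block, the interaction rule and the fits without any other single w1118 library.

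For *ImpL3* the paper's supplement gives a log2 change of 3.497 and the value here is 4.04, within the paper's only at a pseudocount of 5 among 19 alternatives. For *AttA* the paper has 4.69 against 4.16 here, within it at a pseudocount of 0.1 and without w1118 normoxia 2, w1118 normoxia 4 or w1118 hypoxia 4, and outside it in the other 15. For *AttB* the paper has 6.33 against 4.85, outside it in all 19. The same holds in all 19 for *ed* (the paper's 4.31 against 0.59 here), *dlg1* (5.08 against 0.10), *sdt* (3.23 against 0.74), *hpo* (6.05 against 0.60), *mats* (7.11 against 0.20), *Pez* (1.53 against 0.75), *mts* (8.998 against 0.10) and *foxo* (1.47 against 0.45). Within the paper's by contrast lie the log2 changes of *bnl*, *h*, *Thor*, *InR*, *Rel*, *CecA1*, *CecA2*, *Dro*, *Hipk* and *baz*, and the counts of raised genes, lowered genes, genes up in w1118 alone and larval genes. For *ERR* the 2 rules part: its fold of 1.81 lies within 1.5 times the paper's 1.48, but as log2 0.86 against 0.57 it is outside the SD of 0.112.

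The paper states that *InR*, *Rel*, *Hipk*, *ed*, *dlg1*, *hpo*, *mats*, *Pez* and *mts* are raised in w1118, and none of them passes here, where a gene passes at an adjusted p under 0.05 whatever its fold. The authors tested transcripts with sleuth and aggregated p-values per gene, while the test here is of gene sums. For *Hipk* the paper also reports a rise by qRT-PCR in whole animals and several tissues, which was not re-analysed here. The authors' p-values are given only for genes at their q-value under 0.05, so a pass with them is largely fixed in advance. *InR* (adjusted p = 0.111) passes with the replicate block (0.0337), transcripts aggregated (1.34e-04), the authors' p-values (6.98e-04) and without w1118 hypoxia 1 (0.0166), among 21 alternatives that range from 1.34e-04 to 0.497. *Rel* (0.0832) passes under the same 4 (0.0392, 0.00336, 0.0138 and 0.0228; range 0.00336 to 0.33). *Hipk* (0.0627) passes under these 4 (0.0221, 0.00538, 0.0172 and 0.00353) and with median-of-ratios (0.0491) and trimmed mean scaling (0.0454; range 0.00222 to 0.206). *ed* (0.24) passes with transcripts aggregated (9.15e-04), the authors' p-values (0.00532) and without w1118 hypoxia 1 (0.0282; range 9.15e-04 to 0.697).

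*dlg1* (0.827) passes with transcripts aggregated (0.00249) and the authors' p-values (4.49e-04), while the length covariate, chosen after seeing the values, puts it lower (−0.47, 0.00531; range 4.49e-04 to 0.96). *hpo* (0.0851) passes with median-of-ratios (0.0395) and trimmed mean scaling (0.0386), only the libraries compared (0.042), the authors' p-values (0.0278) and without w1118 hypoxia 1 (0.0398; range 0.00858 to 0.313). *mats* (0.491) and *mts* (0.775) pass as raised only with the authors' p-values (6.07e-04 and 1.83e-05), which are given only for genes the authors had called and so are no separate evidence. The adjusted p of *mats* and *mts* ranged from 6.07e-04 to 0.785 and from 1.83e-05 to 0.976, and the length covariate puts *mts* lower too (−0.33, 0.0399). *Pez* (0.0699) passes with both scalings (0.0252 and 0.0202), the block (0.0233), the authors' p-values (0.0231) and without w1118 hypoxia 1 (0.0171; range 0.00545 to 0.229).

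Without w1118 hypoxia 1 and *foxo* hypoxia 2, a setting chosen after seeing the values that leaves 201 of the 1238 tested genes which the authors' deposited table lists as raised without a call (473 with all libraries), *InR* (0.0128), *Rel* (0.0158), *Hipk* (0.00222), *ed* (0.0161), *hpo* (0.00858) and *Pez* (0.00545) pass. The length covariate leaves 722 without a call.

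The calls of *sdt* and *baz*, which the paper also states as raised, are lost under some settings: *sdt* with only the libraries compared (0.0582) and without w1118 normoxia 2, 3 or 4 or w1118 hypoxia 2 or 4 (0.0752, 0.077, 0.0784, 0.0716 and 0.0848; range 7.91e-07 to 0.0848), and *baz* without w1118 normoxia 2 (0.0636; range 4.25e-04 to 0.0636).

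Among gene classes, the paper states that raised genes are enriched for kinases, GTPase regulators, Hippo, MAPK and Notch genes. Here kinases number 17 among called rises against 16.5 by chance and GTPase regulators 8 against 6.18, and none of these lists passes Fisher's test, while transcription regulators do (30 against 14.3). The gene lists are not those of the paper. Camera at the preset correlation passed kinases, GTPase regulators and Notch genes in w1118, but not with an estimated correlation. Without w1118 hypoxia 1, 61 kinases and 28 GTPase regulators rise at the adjusted p alone. Without w1118 normoxia 2 the numbers are 7 and 0. Fisher's test was not made under these settings or on transcripts, so the enrichment that the paper states is left open. The paper states that lowered genes are enriched for ribosome genes. Here 2 ribosomal proteins fell by over 1.5-fold against 7.34 by chance. With median-of-ratios scaling 14 do, among 1269 falls in all, and no enrichment test was made there. It states that genes of mitochondrial ribosomal proteins are lowered in dependence on FOXO. Here 0 of 73 fell (limma, 1 at an unadjusted p under 0.05), and 14 fall with median-of-ratios scaling.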

Other observations

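The midgut tissue, transcript number and scaling tests in this part were chosen after the results they bear on had been seen.

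Single genes respond to low oxygen differently in the 2 genotypes in ways that the paper does not report. They were picked by the rule for named genes, and no list of their functions was tested. The maltase genes *Mal-A6* and *Mal-A8* went from 33.8 to 146.5 TPM and from 9.84 to 75.3 TPM in w1118, and from 32.9 to 11.6 TPM and from 6.31 to 3.23 TPM in *foxo* mutants (differences 3.68 and 3.67, limma adjusted p = 0.015 and 0.013). Over 27 alternatives these adjusted p ranged from 0.00188 to 0.0579 and from 0.00297 to 0.0444. *CG10621* went from 29.9 ± 14.9 to 204.6 ± 83.4 TPM in w1118 and from 77.7 ± 26.0 to 29.96 ± 14.4 TPM in the mutant (difference 4.13, adjusted p = 9.63e-04). *CG11796*, which encodes an enzyme of tyrosine breakdown, stood at 52.3 ± 13.0 and 63.3 ± 8.48 TPM in w1118, and fell from 9.25 ± 2.46 to 0.273 ± 0.120 TPM in the mutant (log2 change −2.98, adjusted p = 7.67e-08; difference 3.27, adjusted p = 4.37e-05). Both differences passed under all 27 alternatives.

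Some immune and stress genes differ in the other direction. *Mtk*, an antifungal peptide, stood at 606.3 ± 206 and 913.0 ± 362 TPM in w1118 (adjusted p = 0.303) and rose from 56.7 ± 6.67 to 699.7 ± 325 TPM in the mutant (log2 change 3.45, adjusted p = 6.15e-06; difference −2.88, adjusted p = 0.00853, range over alternatives 8.08e-04 to 0.0336). *PGRP-SD*, a receptor for bacterial cell walls, fell from 40.7 to 16.1 TPM in w1118 and rose from 8.79 to 28.1 TPM in the mutant (difference −2.72, adjusted p = 0.0169). The fall (limma adjusted p = 0.0332) did not pass under 7 of 21 alternatives. The rise (0.0149) did not under 6 of 22, and the difference did not under 3 of 27. The small chaperone *Hsp23* rose from 2.82 ± 0.592 to 268.7 ± 81.4 TPM in the mutant (6.11, adjusted p = 1.48e-11), more than in w1118 (adjusted p of the difference 2.91e-04).

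Before hypoxia, single genes already differ in the mutant females, and no list of fat storage genes was tested. The perilipin gene *Lsd-1*, which guards lipid droplets, stood at 61.7 ± 7.43 TPM in w1118 normoxia and 333.9 ± 59.6 TPM in the mutant (log2 difference 2.41, adjusted p = 2.03e-06, n = 3 and 4). *salt* stood at 11.8 and 62.6 TPM (2.30, adjusted p = 2.03e-06), the amylase gene *Amy-p* at 265.5 and 687.1 TPM (1.33, adjusted p = 8.71e-04) and *CG30025* at 2.83 and 228.2 TPM (5.89, adjusted p = 1.19e-09). Of 14 antimicrobial peptides 6 were lower in the mutant and 0 higher (limma, 0 at an unadjusted p under 0.05). Of 30 midgut proteases 9 were higher and 4 lower, and of 7 midgut markers 5 were higher. A larger share of midgut tissue could raise the digestive genes, and if nothing else differed, no abundant midgut gene would be lower. Of midgut genes at 100 TPM or more, 2 were lower by over 1 on the log2 scale, which tissue share alone would not give. Single genes can be lower for reasons of their own, so these 2 cannot decide why other digestive genes are higher. More midgut tissue, the genotype and the background of the lines stay open for those.

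The remaining lists were counted in w1118 hypoxia at an adjusted p under 0.05 over all genes. Of 13 IMD pathway genes 0 rose and 2 fell (limma, 4 and 2 at an unadjusted p under 0.05), of 11 genes of the TCA cycle 0 and 2, of 44 translation factors 1 and 3, and of 13 subunits of complexes II and III 0 and 2. Of 6 markers of Malpighian tubules 2 fell. Of 8 neuronal and 5 hemocyte markers 0 changed (limma, 0 and 1 at an unadjusted p under 0.05). No marker of male tissue was among the genes tested. Tissue shares cannot be read from these counts, since whole females were used and markers of one tissue can change by regulation.

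The folds of the authors' deposited table for the paper's Hippo regulators lie far above those of gene sums. A candidate explanation is that the table gives the fold of one transcript. Of 404 raised genes with 1 transcript 3 (0.7%) lie under 1.5-fold as gene sums, and of 834 with several transcripts 328 (39.3%) do, a ratio of 53.0. Of genes over 4-fold in that table, 1 with a single transcript and 131 with several lie under 1.5-fold as sums. A difference in scaling is argued against as the whole cause, since genes with 1 transcript differ from the table by a median of −0.125 on the log2 scale and those with several by 0.512. The choice of transcript in the table was not tested.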
